# The Jumonji-domain histone demethylase inhibitor JIB-04 deregulates oncogenic programs and increases DNA damage in Ewing Sarcoma, resulting in impaired cell proliferation and survival, and reduced tumor growth

**DOI:** 10.18632/oncotarget.26011

**Published:** 2018-09-04

**Authors:** Janet K. Parrish, Tyler S. McCann, Marybeth Sechler, Lays M. Sobral, Wenhua Ren, Kenneth L. Jones, Aik Choon Tan, Paul Jedlicka

**Keywords:** Ewing Sarcoma, epigenetics, Jumonji, demethylase, inhibitor

## Abstract

Ewing Sarcoma is an aggressive malignant neoplasm affecting children and young adults. Ewing Sarcoma is driven by transcription factor fusion oncoproteins, most commonly EWS/Fli1. While some patients can be cured with high-dose, multi-agent, chemotherapy, those that cannot currently have few options. Targeting of the driver oncofusion remains a logical therapeutic approach, but has proven difficult. Recent work has pointed to epigenetic mechanisms as key players, and potential new therapeutic targets, in Ewing Sarcoma. In this study we examined the activity of the pan-JHDM pharmacologic inhibitor JIB-04 in this disease. We show that JIB-04 potently inhibits the growth and viability of Ewing Sarcoma cells, and also impairs tumor xenograft growth. Effects on histone methylation at growth-inhibitory doses vary among cell lines, with most cell lines exhibiting increased total H3K27me3 levels, and some increased H3K4me3 and H3K9me3. JIB-04 treatment widely alters expression of oncogenic and tumor suppressive pathways, including downregulation of known oncogenic members of the Homeobox B and D clusters. JIB-04 also disrupts the EWS/Fli1 expression signature, including downregulation of pro-proliferative pathways normally under positive oncofusion control. Interestingly, these changes are accompanied by increased levels of the EWS/Fli1 oncofusion, suggesting that the drug could be uncoupling EWS/Fli1 from its oncogenic program. All Ewing Sarcoma cell lines examined also manifest increased DNA damage upon JIB-04 treatment. Together, the findings suggest that JIB-04 acts via multiple mechanisms to compromise Ewing Sarcoma cell growth and viability.

## INTRODUCTION

Ewing Sarcoma is a biologically and clinically aggressive cancer of bone and soft tissue predominantly affecting the pediatric age group [1]. The current mainstay of Ewing Sarcoma treatment is high-dose, multi-agent chemotherapy, which can cure roughly two thirds of patients, mainly those presenting with non-metastatic disease [1]. However, those who fail chemotherapy, including the majority of patients presenting with metastatic disease or/and recurrence, face very poor outcomes, and have few treatment options [1].

The pathogenesis of Ewing Sarcoma is driven by EWS/Ets fusion oncoproteins, most commonly EWS/Fli1, which arise as a consequence of recurrent chromosomal translocations [1–3]. EWS/Ets oncofusions are aberrant transcriptional and post-transcriptional regulators, which cause widespread dysregulation of gene expression, ultimately leading to a malignant neoplastic phenotype [2, 3]. As disease drivers, EWS/Ets oncofusions represent logical therapeutic targets in Ewing Sarcoma, but, to date, such targeting has proven difficult [4, 5]. A number of laboratories, including ours, have sought to identify alternative targetable molecules and pathways in Ewing Sarcoma [4, 5]. Many recent studies in the field of pediatric cancer have highlighted the importance of epigenetic mechanisms in disease initiation and progression [6], while epigenetic regulators themselves have attracted substantial interest as a new category of tractable therapeutic targets in cancers of all types [7]. Epigenetic mechanisms have recently emerged as very important players in Ewing Sarcoma pathogenesis [8–12], and a number of studies have identified pathogenic roles for specific chromatin modifiers in the disease [13–15]. Our own studies of microRNA-mediated mechanisms of EWS/Fli1-driven oncogenesis led us to the discovery of a tumor promotional role for a member of the Jumonji-domain histone demethylase family [16–18].

Jumonji-domain histone demethylases (JHDMs) comprise a large family of proteins (approximately twenty in humans) that share a homologous Jumonji domain, and an enzymatic demethylation mechanism involving Fe^2+^ and α-ketoglutarate [19, 20]. Individual members of this family have unique and overlapping specificities for methylated histone residue substrates [19, 20]. As true of other epigenetic regulators, therapeutic targeting of JHDMs has generated substantial recent interest [21, 22]. Notably, a compound has recently been identified in a chemical library screen that possesses potent activity against JHDMs and manifests anti-tumor activity *in vivo* [23]. In the present study, we undertook evaluation of this compound (JIB-04) in Ewing Sarcoma.

## RESULTS

### JIB-04 potently inhibits Ewing Sarcoma cell and colony growth

In order to determine whether the Jumonji-domain histone demethylase (JHDM) inhibitor JIB-04 affects the growth of Ewing Sarcoma cells, we examined its activity against a panel of patient-derived Ewing Sarcoma cell lines in an *in vitro* drug sensitivity assay. Cells were plated at a concentration to ensure logarithmic growth during drug exposure, and, beginning 16 hours post-plating, were treated with drug (or vehicle control) for 48 hours, at which point viable cell numbers were measured using an MTT assay [24]. This analysis revealed growth inhibitory activity of JIB-04 against all cell lines tested, with IC50 values ranging from 0.13 μM (TC32 cells) to 1.84 μM (A4573 cells) (Figure 1A). In contrast, JIB-04 did not inhibit the growth of normal primary human mesenchymal stem cells (hMSC), the putative cell of Ewing Sarcoma origin, in the same assay (Figure 1A).

**Figure 1:**
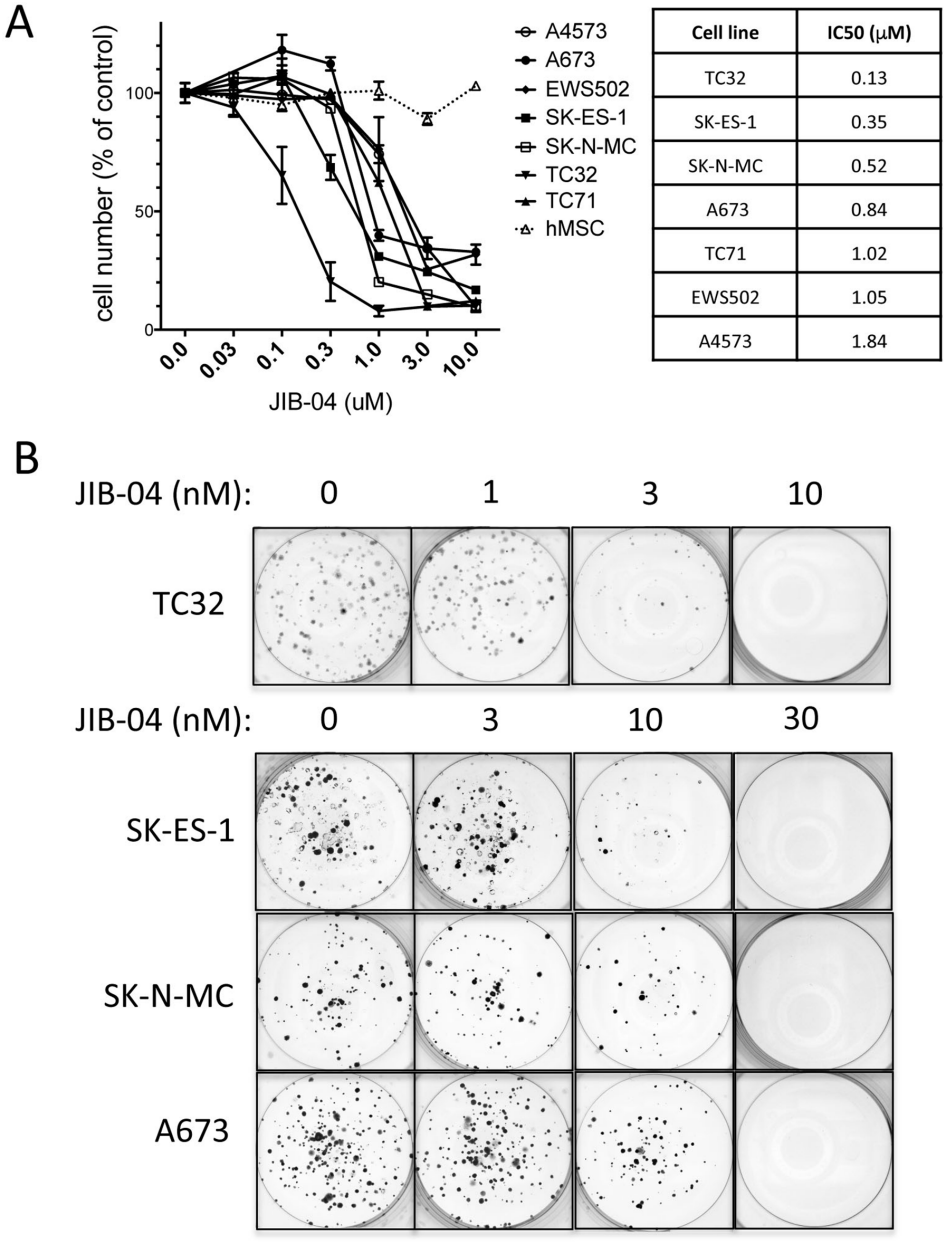
Growth inhibitory activity of JIB-04 in Ewing Sarcoma **(A)** One day following plating, the indicated cells (7 different Ewing Sarcoma cell lines, and human mesenchymal stem cells (hMSC)) were treated for 48 hours with the indicated concentrations of JIB-04. Cell numbers at the end of the experiment were quantified using an MTT assay, and were normalized to vehicle-treated cells. Results represent the mean and standard error of the mean (SEM) of at least 2 independent experiments, each performed in replicate. IC50 values for growth/survival inhibition of Ewing Sarcoma cells by JIB-04, calculated from the data in panel A, are shown on right. **(B)** Beginning one day following plating (500 cells per well), cells were treated with the indicated concentrations of JIB-04 (or vehicle control) every 2 days. Colonies were visualized by crystal violet staining approximately 2 weeks later. Representative images of triplicate platings are shown.

We next asked whether growth under low-density culture conditions would result in even greater drug sensitivity. To this end, we examined the effects of JIB-04 in a low-density culture clonogenic assay. We treated TC32, SK-ES-1, SK-N-MC and A673 cells with vehicle or drug beginning one day following plating at 500 cells per well, and colonies were visualized approximately 2 weeks later [24]. Under clonogenic growth conditions, JIB-04 inhibited Ewing Sarcoma colony growth in the low nanomolar range (Figure 1B). Thus, JIB-04 manifests growth inhibitory activity against Ewing Sarcoma cells, but not hMSCs, under high-density culture conditions, and potently inhibits Ewing Sarcoma clonogenic growth at low-density culture conditions.

### Changes in histone methylation in response to JIB-04

Prior characterization of JIB-04 indicates that it has the potential to inhibit multiple JHDMs [23], resulting in its classification as a pan-Jumonji histone demethylase inhibitor. Human cells contain approximately 20 different JHDMs, with distinct and overlapping specificities for different histone methyl marks [20, 21]. The majority of JHDMs show activity against one or more methyl marks on histone H3 residues K4, K9 and K27 [25], all of which have been implicated in regulation of gene expression (K4 methylation at promoters being permissive/ promotional to gene expression, and K9 and K27 methylation at promoters being inhibitory; [26]). To begin to get insight into potential mechanisms of action of JIB-04 in Ewing Sarcoma cells, we examined global levels of methylation at these residues (Figure 2). We focused on tri-methyl marks, which have been most extensively studied with respect to gene regulation and other cellular functions. Analysis was performed at drug doses slightly above the IC50 for each cell line, and at a time (36 hours) prior to the end point of the high-density growth assay (48 hours of drug treatment), in order to reflect changes occurring under growth inhibitory conditions. Under these conditions, JIB-04 treatment resulted in increased global H3K4 trimethylation in SK-N-MC cells (∼2-fold increase) and A673 cells (∼1.5-fold increase). Global H3K9 trimethylation showed a slight increase in A673 cells, but not the other cell lines. Global H3K27 trimethylation showed the most dramatic changes, increasing 2-4 fold in SK-ES-1, SK-N-MC and A673 cells. TC32 cells, growth-inhibited by JIB-04 at the lowest dose of all the cell lines in our panel, did not manifest changes in global trimethylation of these histone marks under these conditions. Thus, effects of JIB-04 on global methylation levels appear to be dependent on both drug dose and cell line.

**Figure 2:**
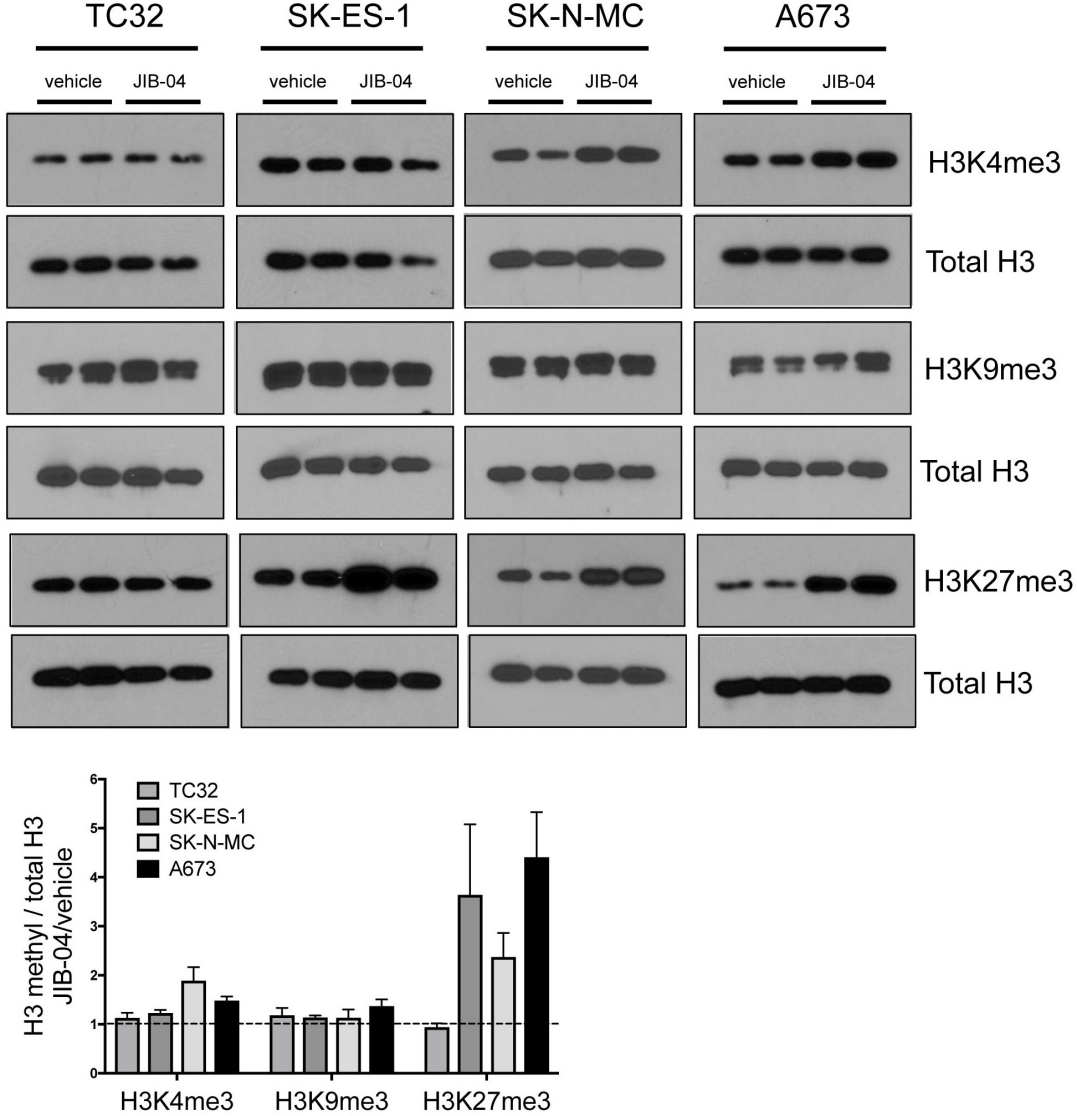
Effects of JIB-04 on global histone methylation in Ewing Sarcoma cells Levels of the indicated histone methyl marks, in vehicle and JIB-04-treated cells (TC32: 0.3 μM; SK-ES-1 and SK-N-MC: 1 μM; A673: 2 μM), as determined by immunoblotting of acid-extracted histones collected at 36 hours following treatment. Representative blots at the top. Shown below is densitometric quantification of histone methyl marks levels, normalized to total histone H3 levels, and plotted relative to vehicle-treated cells (mean and SEM of 2-3 independent experiments, each done in duplicate).

### JIB-04 dramatically alters the Ewing Sarcoma transcriptome

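RNA-seq libraries were made from A673 cells, an established Ewing Sarcoma cell line, treated with vehicle (DMSO) or with 2 μM JIB-04 for 36 hours, with 4 samples in each group. The paper's methods give 50 cycles of single-end reads from directional mRNA libraries, and the sample labels give single-end reads of 151 bp. The authors aligned the reads to GRCh38 with GSNAP and calculated FPKM for each gene with Cufflinks. The deposited FPKM were used here as given. They summed to 1348200 to 1372640 in the vehicle samples and to 1176176 to 1239188 in the JIB-04 samples. Messenger RNAs encoded by the mitochondrial genome made up 9.60% to 10.2% of the FPKM in vehicle and 3.60% to 4.33% with JIB-04. The number of mapped reads is not given in the sources used here. Steps between the lowest FPKM values gave the relative depth of each library, which was 0.822 to 0.964 of vehicle replicate 1 in the other vehicle samples and 0.746 to 0.926 of it in the JIB-04 samples. JIB-04 was compared with vehicle by limma on log2(FPKM + 0.5) for the 17460 genes with a mean of at least 1 FPKM over the 8 libraries. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(FPKM + 0.5) scale, which understates the change of genes at low levels. Rescaling FPKM to TPM shifted the median log2 fold change of all genes upward by 0.15, so small changes are to be read against that shift. Of 44 gene lists fixed before the data were examined, 6 hold genes the paper names from these samples, and those of HIF targets, V-ATPase subunits, heat shock proteins, aryl hydrocarbon receptor targets and NF-kB targets were written after Supplementary Table 1 or Figure 3A had been seen. The paper also reports changes in autophagy, gene regulation, proliferation, apoptosis, DNA damage response, DNA repair and EWS/Fli1 targets from these samples. Tests of lists that stand for these processes are therefore not independent evidence of their change. A list was compared with all other genes by limma's camera at a preset correlation of 0.01, with p-values adjusted over 43 lists. Where 5 or fewer members of a list stand apart and are named, they were chosen after their values were seen. An FPKM of exactly 0 may be a failed estimate. Neither the paper's text nor the labels say that the quadruplicates came from separate cultures, so the p-values measure only the spread between these samples.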

To get further insight into JIB-04 action in Ewing Sarcoma, we performed global transcriptome analysis on control (vehicle) and drug-treated A673 cells, using RNA-seq, under the same conditions as used for the above global histone mark analysis. This analysis revealed extensive alterations in gene expression upon drug treatment, including: 1657 genes significantly upregulated 2-fold or greater; and 1588 genes significantly downregulated 2-fold or greater (Q-value < 0.05; Supplementary Table 1). 

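JIB-04 changed the expression of most genes measured in A673 cells: of 17460 genes, 5964 were higher and 6640 were lower than with vehicle. At least 2-fold, 2294 genes were higher and 2053 were lower. The balance of directions turned when FPKM were rescaled to TPM, with 7061 genes higher and 5424 lower, and 2725 and 1453 at least 2-fold. On the log2(FPKM + 0.5) scale the largest rise was in MMP3, a secreted matrix metalloproteinase, from 1.28 ± 0.636 to 118 ± 11.5 FPKM (mean ± SD, n = 4 per group, log2 fold change 6.12, standard error 0.23, limma adjusted p = 3.22e-08). CYP1A1, a cytochrome P450 enzyme induced through the aryl hydrocarbon receptor, rose from 0.518 ± 0.0998 to 66.3 ± 3.86 FPKM (log2 fold change 6.04, standard error 0.09, limma adjusted p = 2.85e-10). SPINK1, a secreted trypsin inhibitor, and LINC00520, a long noncoding RNA, had log2 fold changes of 5.93 and 5.91, and CA9, a carbonic anhydrase induced by hypoxia, had one of 5.66. The largest fall on that scale was in QPRT, an enzyme that makes a precursor of NAD from quinolinic acid, from 53.1 ± 1.71 to 2.21 ± 0.591 FPKM (log2 fold change -4.33, standard error 0.14, limma adjusted p = 1.17e-08). BTBD17, IGHG4, TST and METTL7A followed with log2 fold changes of -4.30, -4.08, -4.06 and -4.02, where TST encodes a mitochondrial sulfurtransferase and IGHG4 an immunoglobulin heavy chain constant region. By the ratio of group means, which has no pseudocount, CA9 led these rises at 250.0-fold against 91.9-fold for MMP3, and METTL7A led these falls at -45.2 against -24.0 for QPRT. These 10 genes were taken by fold change among changed genes with a mean of at least 5 FPKM in the higher group, a gene symbol that is not a clone name and no overlap between the groups. Genes chosen without overlap have an exact two-sided permutation p of 0.0286 by construction, the smallest that 4 samples against 4 allow, so it adds no evidence for them. Of 4 measured markers of other cell types, KRT8, SNAP25 and ITGAM rose and KRT18 fell, as they did adjusted over the list alone, and camera gave the list an adjusted p of 0.149 (median log2 fold change 1.68). With genes restricted to a mean of at least 5 FPKM over all libraries, 12586 genes were tested, and 1526 were higher and 1504 lower at least 2-fold. In the part of Supplementary Table 1 used here, which covers 1997 genes (1656 higher and 341 lower with JIB-04), the paper's vehicle mean lay within 1% of the mean of the deposited values for 1996 genes, and so did its JIB-04 mean for 1996.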

Gene Ontology (GO) analysis using DAVID (NIH Database for Annotation, Visualization, and Integrated Discovery) revealed, among gene groups most significantly upregulated upon JIB-04 treatment, at a false discovery rate (FDR) < 0.1, enrichment of anti-proliferative and pro-apoptotic pathways, consistent with JIB-04 growth inhibitory effects (Figure 3A). 

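Genes that restrain the cell cycle or promote apoptosis moved in both directions with JIB-04. Of the 5 cyclin-dependent kinase inhibitors measured, CDKN1A, CDKN1C and CDKN2D rose, while CDKN1B and CDKN2C fell, CDKN2C from 65.6 ± 1.10 to 35.0 ± 1.34 FPKM (mean ± SD, n = 4 per group, log2 fold change -0.90, standard error 0.04, limma adjusted p = 1.5e-07). CDKN2A and CDKN2B were listed at 0 in every library. Of 11 pro-apoptotic members of the BCL2 family, 6 were higher, 4 were lower and 1, BAK1, did not pass the test. PMAIP1, a BH3-only protein that binds MCL1, rose from 42.5 ± 2.69 to 154 ± 12.5 FPKM (log2 fold change 1.84, standard error 0.07, limma adjusted p = 2.93e-08). HRK, another BH3-only protein, rose from 0.109 ± 0.100 to 3.41 ± 0.304 FPKM (log2 fold change 2.69, standard error 0.16, limma adjusted p = 4.98e-07). BMF, BAD, BID and BAX fell, with log2 fold changes of -1.27, -1.50, -0.81 and -0.61. Among the 5 anti-apoptotic members, MCL1 and BCL2A1, which hold back BH3-only proteins, rose with log2 fold changes of 1.61 (standard error 0.04, limma adjusted p = 4.65e-09) and 3.84 (standard error 0.13, limma adjusted p = 1.38e-08), and BCL2 rose by 0.37. BCL2L1 and BCL2L2 fell, with log2 fold changes of -0.58 and -0.26. Adjusted over the list alone, the numbers in each of these 3 lists were the same. None of the 3 lists stood apart from other genes by limma's camera, at adjusted p = 0.503, 0.596 and 0.382 for the kinase inhibitors, the pro-apoptotic and the anti-apoptotic members. The median log2 fold change of the pro-apoptotic members was 0.80, and it was 0.40 to 0.44 without any 1 of the JIB-04 libraries and turned to -0.35 when genes with a mean under 5 FPKM were left out, where the median of the anti-apoptotic members went from 0.37 to 0.058. The paper reads the enrichment of anti-proliferative and pro-apoptotic pathways among upregulated genes as compatible with the growth inhibition by JIB-04 (Figure 3A).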

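Genes of autophagosome formation and of lysosomal acidification were mostly higher in A673 cells treated with JIB-04. Of 34 autophagy genes measured, 24 were higher, 7 were lower and 3 (ULK1, ATG4C and ATG7) did not pass the test, with the same numbers adjusted over the list alone. MAP1LC3B, whose lipidated protein coats autophagosomes, rose from 55.1 ± 2.08 to 346 ± 17.6 FPKM (mean ± SD, n = 4 per group, log2 fold change 2.64, standard error 0.05, limma adjusted p = 6.89e-10). UVRAG, a partner of the class III phosphatidylinositol 3-kinase, rose from 17.7 ± 1.12 to 65.9 ± 4.09 FPKM (log2 fold change 1.87, standard error 0.07, limma adjusted p = 2.03e-08). ATG16L1, part of the complex that attaches LC3 to membranes, had a log2 fold change of 1.36 (standard error 0.05, limma adjusted p = 1.88e-08). Of 16 subunits of the V-ATPase, the proton pump that acidifies lysosomes, 14 were higher, none was lower, and ATP6AP1 and ATP6AP2 did not pass the test. ATP6V0D1 rose from 101 ± 3.46 to 545 ± 21.6 FPKM (log2 fold change 2.43, standard error 0.04, limma adjusted p = 5.33e-10), and ATP6V1B2 and ATP6V0E1 had log2 fold changes of 1.82 and 1.17. The count for the V-ATPase adjusted over the list alone was also 14. By camera, autophagy genes had an adjusted p of 0.000349 (median log2 fold change 0.58), with adjusted p = 0.109 with an estimated correlation. V-ATPase subunits had an adjusted p of 2.38e-06 (median log2 fold change 1.16), with adjusted p = 0.0425 with an estimated correlation, and that list was written after Figure 3A had been seen.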

Additional biological processes significantly enriched among JIB-04 upregulated genes included processes related to transcription and gene regulation, as well as autophagy. Cellular factors involved in the control of gene expression represented a substantial proportion (roughly one third) of upregulated genes, and included many transcriptional regulators. 

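Zinc finger genes with a ZNF number, a large family of mostly DNA-binding proteins, were more often higher than lower with JIB-04. Of 413 measured, 237 were higher, 98 were lower and 78 did not pass the test, and 105 were higher and 19 lower at least 2-fold. ZNF669 rose from 14.3 ± 0.851 to 73.9 ± 4.17 FPKM (mean ± SD, n = 4 per group, log2 fold change 2.33, standard error 0.06, limma adjusted p = 4.98e-09), and ZNF622 rose from 48.7 ± 1.04 to 226 ± 11.6 FPKM (log2 fold change 2.20, standard error 0.05, limma adjusted p = 1.51e-09). ZNF618 fell from 18.9 ± 0.529 to 1.38 ± 0.0889 FPKM (log2 fold change -3.37, standard error 0.08, limma adjusted p = 2.25e-09). Adjusted over the list alone, the count was again 237 higher and 98 lower. The median log2 fold change of the family was 0.42, and camera gave an adjusted p of 8.75e-05, with adjusted p = 0.169 with an estimated correlation. Transcripts of these genes had a median GC content of 43.5%, and the fold changes of protein-coding genes fell along GC content (Spearman rho -0.32). With that trend removed, a correction chosen after the data were seen, the median was 0.40.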

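Genes that copy DNA and divide the cell were mostly lower in A673 cells treated with JIB-04. Of 34 DNA replication genes, 29 were lower, CDC6, GINS3, ORC6 and RFC3 were higher, and PRIM2 did not pass the test. PRIM1, the catalytic subunit of primase, fell from 56.8 ± 5.02 to 14.6 ± 0.469 FPKM (mean ± SD, n = 4 per group, log2 fold change -1.92, standard error 0.07, limma adjusted p = 2.57e-08). TYMS, the thymidylate synthase that supplies dTMP, fell from 563 ± 15.8 to 244 ± 9.68 FPKM (limma adjusted p = 1.37e-08). GINS2, part of the replicative helicase, had a log2 fold change of -0.91 (standard error 0.04, limma adjusted p = 9.93e-08). Of 36 genes of mitosis and cell division, 27 were lower, KIF2C was higher and 8 did not pass the test. CDC20, an activator of the anaphase-promoting complex, fell from 231 ± 10.4 to 35.8 ± 1.70 FPKM (log2 fold change -2.67, standard error 0.05, limma adjusted p = 8.17e-10). KIF20A, a kinesin of cytokinesis, and BIRC5 (survivin), a member of the chromosomal passenger complex, had log2 fold changes of -1.67 (standard error 0.05, limma adjusted p = 7.56e-09) and -1.21 (standard error 0.03, limma adjusted p = 6.13e-09). The numbers adjusted over the list alone were the same for both lists. The median log2 fold change was -0.65 for DNA replication (camera adjusted p = 2.29e-05, adjusted p = 0.116 with an estimated correlation), and -0.41 with the trend of fold change on GC content removed. It was -0.77 for mitosis and cell division (camera adjusted p = 3.29e-06, adjusted p = 0.16 with an estimated correlation).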

GO biological processes significantly enriched among genes most significantly downregulated upon JIB-04 treatment, at a false discovery rate (FDR) < 0.1, included those related to proliferation, again consistent with the growth-inhibitory effects of JIB-04 (Figure 4A). Interestingly, also significantly downregulated were genes linked to developmental processes, a group that consisted largely of homeotic genes (see below).

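Homeotic genes of the HOXB and HOXD clusters, which set position along the body axis, were lower wherever they were measured. On GRCh38 the measured HOXB genes lie on chromosome 17 from 48540894 to 48729178, the HOXC genes on chromosome 12 from 53938765 to 54056030 and the HOXD genes on chromosome 2 from 176092891 to 176173102. All 9 measured HOXB genes and all 7 measured HOXD genes fell, 8 and 3 of them at least 2-fold. HOXD10, HOXD8 and HOXD13 had log2 fold changes of -0.85, -0.83 and -0.92, with the smallest adjusted p, 2.26e-07, in HOXD8. Of 8 HOXC genes, 7 fell by less than 2-fold, HOXC6 with a log2 fold change of -0.87 (standard error 0.14, limma adjusted p = 0.00045), and HOXC13 rose by 0.32 (13.0 ± 0.894 to 16.4 ± 0.544 FPKM, mean ± SD, n = 4 per group). The HOXA genes, HOXB1, HOXD1 and HOXD12 were below 1 FPKM on average and were not tested, HOXD1 with means of 0.0398 FPKM in vehicle and 0.235 FPKM with JIB-04. Genes of osteoblast differentiation went both ways, 5 higher, 4 lower and 2 not passing the test of 11 measured. SPARC, a bone matrix protein, rose from 179 ± 9.66 to 362 ± 13.5 FPKM (log2 fold change 1.01, standard error 0.05, limma adjusted p = 1.07e-07), whereas ALPL, the alkaline phosphatase of mineralizing cells, fell from 28.0 ± 0.994 to 4.86 ± 0.847 FPKM (log2 fold change -2.43, standard error 0.11, limma adjusted p = 7.15e-08). Of 11 genes of blood vessel development, 6 were higher, NOTCH1 and PGF were lower and 3 (ANGPT1, EPHA2 and HEY1) did not pass the test. EFNB2, a ligand of Eph receptors, rose from 5.76 ± 0.456 to 79.8 ± 1.45 FPKM (log2 fold change 3.68, standard error 0.06, limma adjusted p = 5.33e-10), and VEGFA, the main angiogenic growth factor, and NRP1, its coreceptor, had log2 fold changes of 1.43 and 1.30. Adjusted over the list alone, the numbers were unchanged in these 5 lists. Camera gave adjusted p = 0.000587 for the HOXB cluster (median log2 fold change -1.22, adjusted p = 0.21 with an estimated correlation) and adjusted p = 0.00352 for the HOXD cluster (median -0.92, adjusted p = 0.0893 with an estimated correlation). The paper reports most of the measured HOXB genes and some of the HOXD genes as lower in these same samples. The tests of these clusters are therefore not independent evidence of their fall. The HOXC cluster (median -0.40), osteoblast differentiation (median 0.27) and blood vessel development (median 0.49) had adjusted p-values of 0.163, 0.609 and 0.113, and with no filter on level the HOXC cluster and blood vessel development passed.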

**Figure 3:**
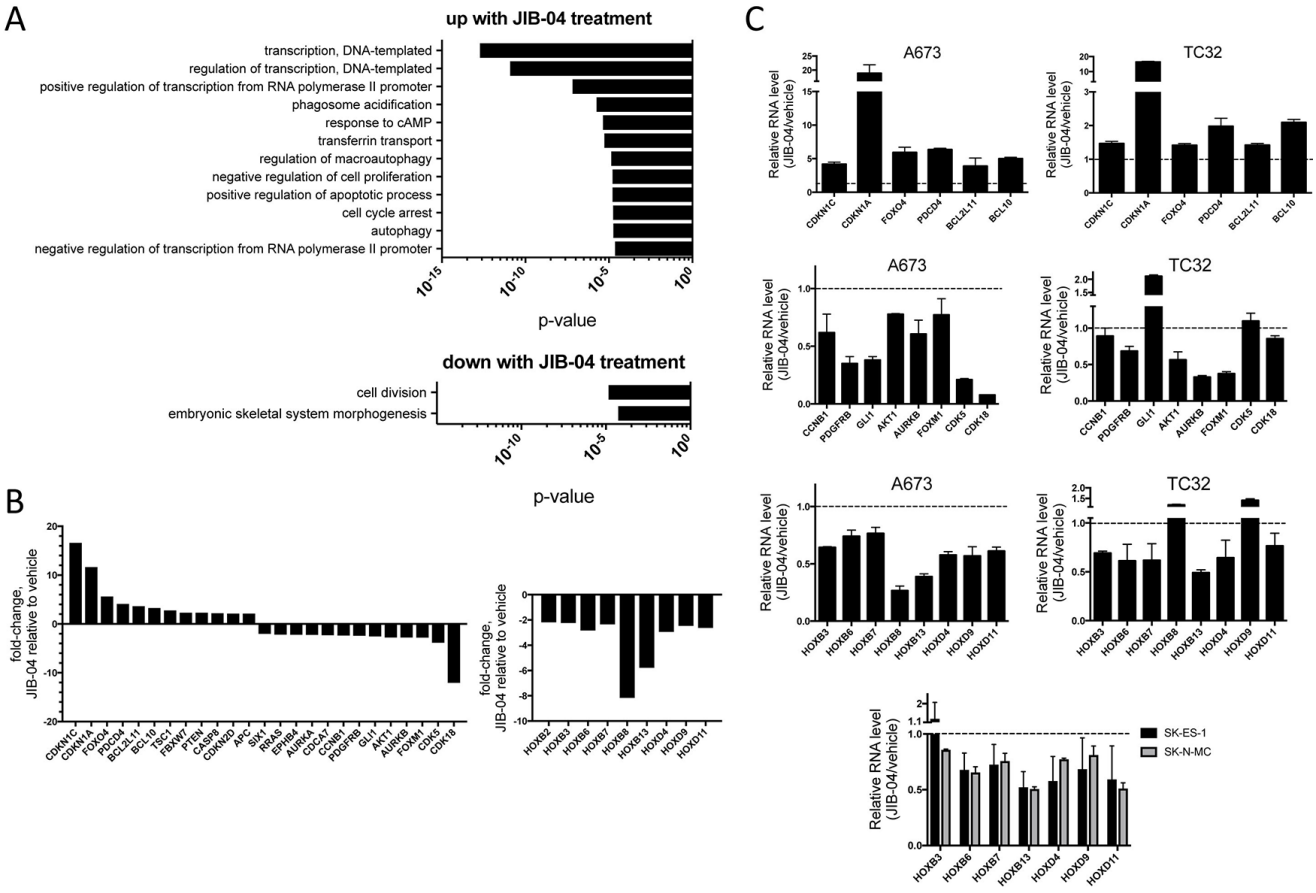
Effects of JIB-04 treatment on Ewing Sarcoma transcriptome **(A)** Gene Ontology (GO) terms significantly enriched (FDR<0.1) among genes upregulated (top panel) or downregulated (bottom panel) in expression 2-fold or more by treatment of A673 cells with JIB-04 (2 μM for 36 hours, relative to vehicle), as determined using DAVID. **(B)** Changes in RNA levels of candidate mediators of JIB-04 growth inhibitory effects, based on known gene function in cancer, and, for some genes, Ewing Sarcoma (see text for discussion; A673 RNA-seq data). Downregulation of HOXB and HOXD cluster genes by JIB-04 treatment (right panel, A673 RNA-seq data). Q-value <0.05 for all fold-changes shown, determined by ANOVA. **(C)** Quantification of selected upregulated and downregulated genes from A673 RNA-seq data in the indicated cell lines, using qRT-PCR (TC32: 0.3 μM JIB-04; SK-ES-1 and SK-N-MC: 1 μM; A673: 2 μM; RNA collected at 36 hours following treatment). Data are plotted as ratio of expression in JIB-04-treated cells to vehicle controls (mean and standard deviation from triplicate samples; dotted lines represent a ratio of 1 (no change in expression)).

**Figure 4:**
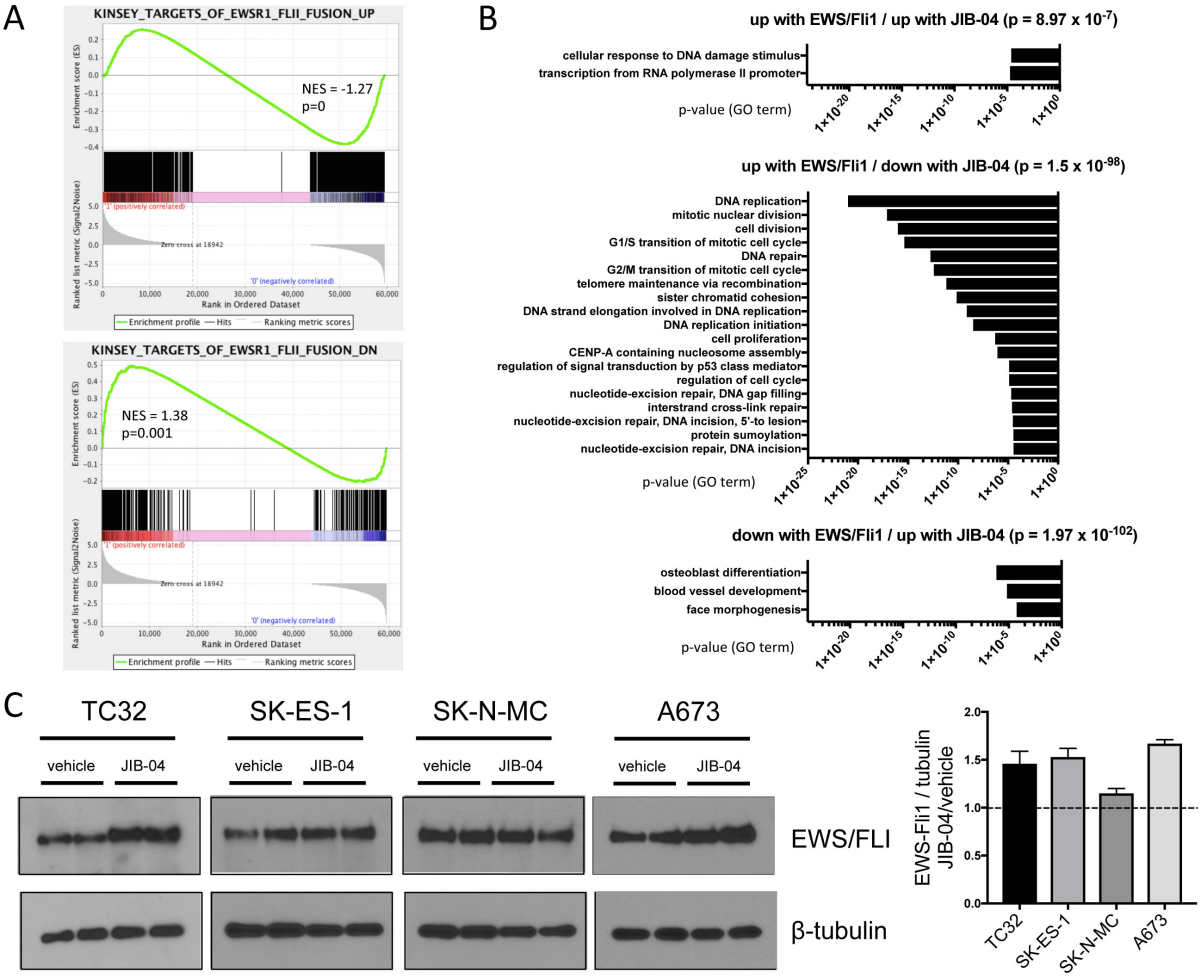
Effects of JIB-04 treatment on EWS/Fli1 expression signature and EWS/Fli1 protein levels **(A)** Gene Set Enrichment Analysis (GSEA) was performed with the JIB-04 transcriptome as the rank-ordered dataset (NES: normalized enrichment score). **(B)** The indicated significantly enriched gene subsets from GSEA analysis in “A” (p-values determined using hypergeometric test) were subjected to Gene Ontology (GO) analysis using DAVID; shown are GO terms enriched at FDR<0.1 (no significant pathway enrichment (FDR<0.1) was identified in the “down with EWS/Fli1/ down with JIB-04” subset). **(C)** EWS/Fli1 protein levels in vehicle and JIB-04-treated cells, determined 36 hours following treatment (TC32: 0.3 μM; SK-ES-1 and SK-N-MC: 1 μM; A673: 2 μM). Quantification of data (mean and SEM) from 2 independent experiments, each done in duplicate, is shown to the right (data plotted as EWS/Fli1 to tubulin densitometric ratios, normalized to vehicle-treated cells).

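The cell cycle inhibitors CDKN1C, CDKN1A, CCNG2 and CDKN2D all rose at least 2-fold with JIB-04. CDKN1C, which encodes the kinase inhibitor p57, rose from 0.966 ± 0.270 to 16.1 ± 1.61 FPKM (mean ± SD, n = 4 per group, log2 fold change 3.52, standard error 0.15, limma adjusted p = 6.61e-08), and CCNG2, an atypical cyclin that blocks cycling, rose from 3.96 ± 0.290 to 44.0 ± 2.09 FPKM (log2 fold change 3.32, standard error 0.07, limma adjusted p = 1.51e-09). All 4 pro-apoptotic factors rose at least 2-fold: PDCD4, an inhibitor of translation, from 9.97 ± 0.877 to 41.0 ± 3.42 FPKM, BCL2L11 (the BH3-only protein BIM) from 4.58 ± 0.778 to 16.7 ± 0.793 FPKM, BCL10 from 16.4 ± 1.59 to 53.2 ± 4.60 FPKM and CASP8, the initiator caspase of death receptors, from 11.0 ± 2.03 to 24.4 ± 1.98 FPKM. The tumor suppressors FOXO4, TSC1, FBXW7 and APC rose as well, FOXO4, a transcription factor held back by AKT, by 2.35 on the log2 scale, and TSC1, a brake on mTORC1, from 17.2 ± 0.222 to 47.8 ± 2.50 FPKM. FBXW7, a ubiquitin ligase subunit, and APC, a brake on Wnt signaling, had log2 fold changes of 1.18 and 1.10 (standard error 0.18, limma adjusted p = 0.000398). Each of the 4 cell cycle promoters, CDK5, CDK18, AURKA and AURKB, fell at least 2-fold in FPKM, CDK18 from 18.5 ± 1.92 to 1.53 ± 0.355 FPKM (log2 fold change -3.23, standard error 0.13, limma adjusted p = 4.65e-08) and CDK5 from 37.6 ± 1.32 to 9.80 ± 0.469 FPKM (log2 fold change -1.89, standard error 0.06, limma adjusted p = 9.65e-09). The oncogenes FOXM1, AKT1, GLI1, PDGFRB, CCNB1, CDCA7, EPHB4 and RRAS fell with log2 fold changes of -1.48 to -1.12. AKT1, a survival kinase, fell from 195 ± 14.8 to 70.4 ± 6.54 FPKM, GLI1, the effector of hedgehog signaling, by a log2 fold change of -1.33, and PDGFRB, a receptor tyrosine kinase, from 19.8 ± 3.26 to 8.09 ± 0.499 FPKM. In each gene named here the JIB-04 values did not overlap the vehicle values, which chance gives for 0.0286 of genes, and each also passed adjusted over the list alone. Camera gave adjusted p-values of 0.00229, 0.0079, 0.00374, 0.00381 and 0.00023 for the inhibitors, pro-apoptotic factors, tumor suppressors, promoters and oncogenes. The pro-apoptotic factors had adjusted p = 0.16 with an estimated correlation, and each of the other 4 lists had adjusted p = 0.0893 with an estimated correlation. The study chose these genes on these samples, so the counts are not independent evidence of their direction.

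**Figure D1:**
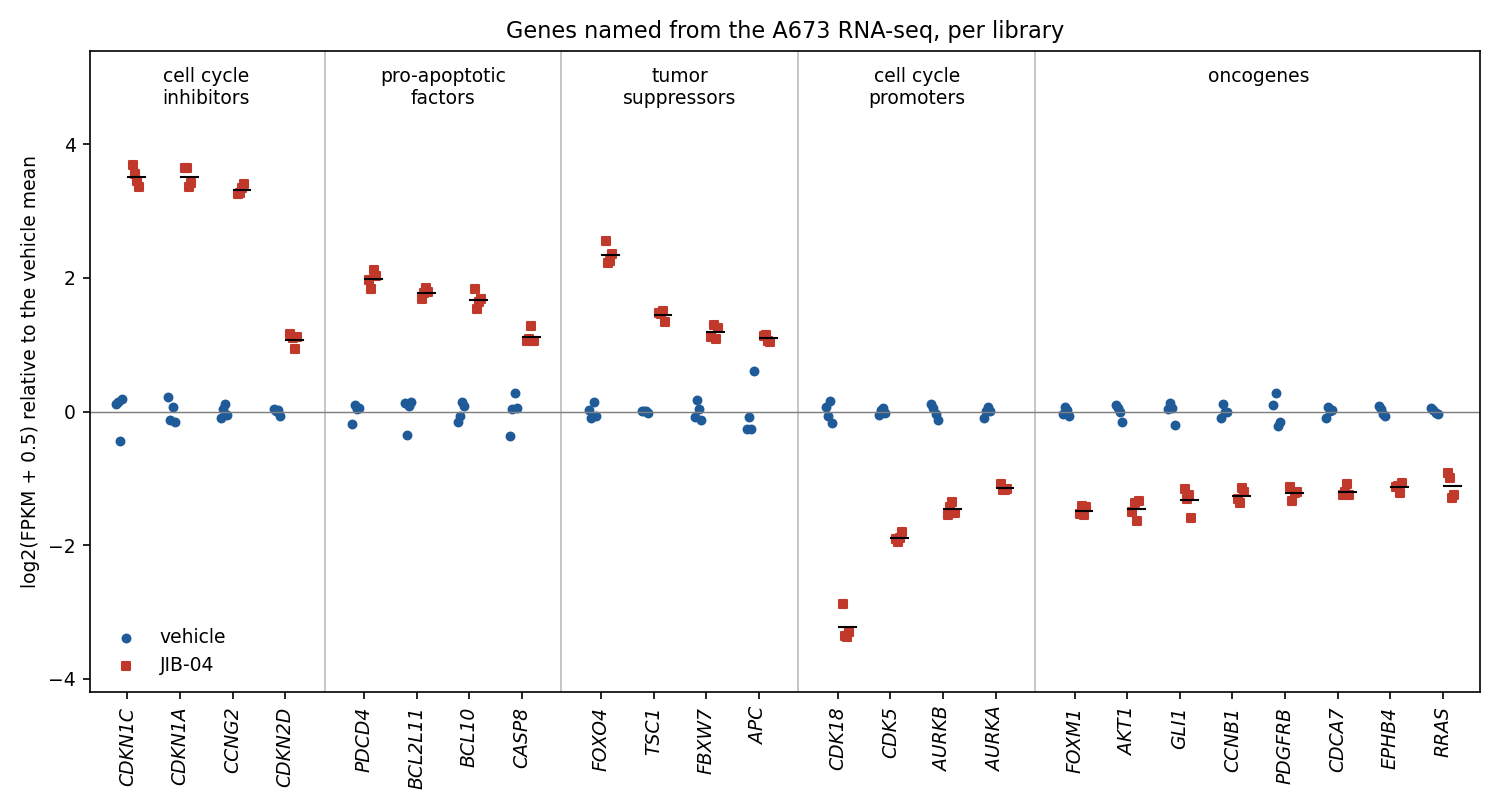
Expression of these genes in each library, as log2(FPKM + 0.5) relative to the mean of the vehicle samples, grouped as in the paper. Circles are the 4 vehicle samples, squares are the 4 JIB-04 samples and horizontal bars are the JIB-04 means, which run from 3.52 for CDKN1C to -3.23 for CDK18.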

More detailed examination of the transcriptomic changes revealed: upregulation of cell cycle inhibitors (CDKN1C, CDKN1A, CCNG2 and CDKN2D), pro-apoptotic factors (PDCD4, BCL2L11, BCL10 and CASP8) and tumor suppressors (FOXO4, TSC1, FBXW7, PTEN and APC); downregulation of cell cycle promoters (CDK5, CDK18, AURKA and AURKB) and oncogenes (FOXM1, AKT1, GLI1, PDGFRB, CCNB1, CDCA7, EPHB4, RRAS and SIX1) (Figure 3B, left panel). CDKN1C and a related member of the FOXO family, FOXO1, have previously been shown to inhibit Ewing Sarcoma growth [27, 28], while FOXM1, GLI1 and PDGFRB have been shown to be growth-promoting in Ewing Sarcoma [29–31]. Moreover, while not specifically functionally implicated in Ewing Sarcoma, PDCD4 has been identified as an EWS/Fli1-repressed gene, while AURKB, CCNB1, CDCA7 and AURKA have been identified as EWS/Fli1-induced genes [32], thus also suggesting potential roles in Ewing Sarcoma cell proliferation and survival. CDKN1A also appears to be negatively regulated by EWS/Fli1 [33].

A subset of genes from the above list (Figure 3B) was chosen for validation using qRT-PCR in A673 cells, and this analysis confirmed the changes seen by RNA-seq (Figure 3C). Interestingly, TC32 cells treated with JIB-04 at the lower drug dose that is growth-inhibitory in this cell line, also manifested altered expression of many of the same genes, although the changes tended to be lower in magnitude.

JIB-04 treatment also resulted in downregulation of a number of homeotic genes (Figure 3B). This group consisted largely of members of the HOXB and HOXD homeodomain clusters, which, interestingly, have recently been shown to be upregulated in Ewing Sarcoma [34]. Specifically, HOXB2, HOXB3, HOXB6, HOXB7, HOXB8, HOXB13, HOXD4, HOXD9 and HOXD11 were downregulated upon JIB-04 treatment in A673 cells (Figure 3B and 3C), and the majority of these were also downregulated in TC32, SK-ES-1 and SK-N-MC cells (Figure 3C). 

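HOXB8 and HOXB13 had the largest falls of the 9 homeotic genes. HOXB13 (ENSG00000159184), at 48724763 to 48729178 on chromosome 17 of GRCh38, fell from 21.9 ± 0.291 to 3.78 ± 0.406 FPKM (mean ± SD, n = 4 per group, log2 fold change -2.39, standard error 0.08, limma adjusted p = 1.82e-08). HOXB8 (ENSG00000120068), at 48611377 to 48614939, fell from 6.04 ± 0.838 to 0.737 ± 0.237 FPKM (log2 fold change -2.41, standard error 0.17, limma adjusted p = 1.15e-06). HOXB7 fell from 48.5 ± 2.40 to 20.6 ± 2.53 FPKM, HOXB2 from 33.7 ± 2.83 to 15.4 ± 0.810 FPKM, HOXB3 from 25.4 ± 1.29 to 11.3 ± 0.775 FPKM and HOXB6 from 10.4 ± 1.24 to 3.67 ± 1.24 FPKM. In the HOXD cluster on chromosome 2, HOXD11 (ENSG00000128713), at 176104216 to 176109754, fell from 68.0 ± 5.24 to 25.8 ± 3.73 FPKM (log2 fold change -1.39, standard error 0.11, limma adjusted p = 2.17e-06). HOXD4 fell from 20.8 ± 2.13 to 7.05 ± 1.31 FPKM and HOXD9 from 27.7 ± 2.87 to 11.2 ± 1.36 FPKM. Every JIB-04 sample lay below every vehicle sample for all 9 genes, and all 9 also passed when adjusted over the list alone. The median log2 fold change of the 9 genes was -1.39, and camera gave an adjusted p of 0.000447, with adjusted p = 0.266 with an estimated correlation. The study chose the genes on these samples, so their common direction is not independent evidence. In GENCODE v29 exons of HOXB3 overlap those of HOXB4 and HOXB6 on the same strand, HOXD11 overlaps HOXD10, HOXD4 overlaps a readthrough locus, and HOXB2, HOXB3 and HOXB6 overlap antisense transcripts, so reads of these genes may have been divided between models; HOXB8 lies within the span of HOXB7 on the same strand and shares no exon with it.

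**Figure D2:**
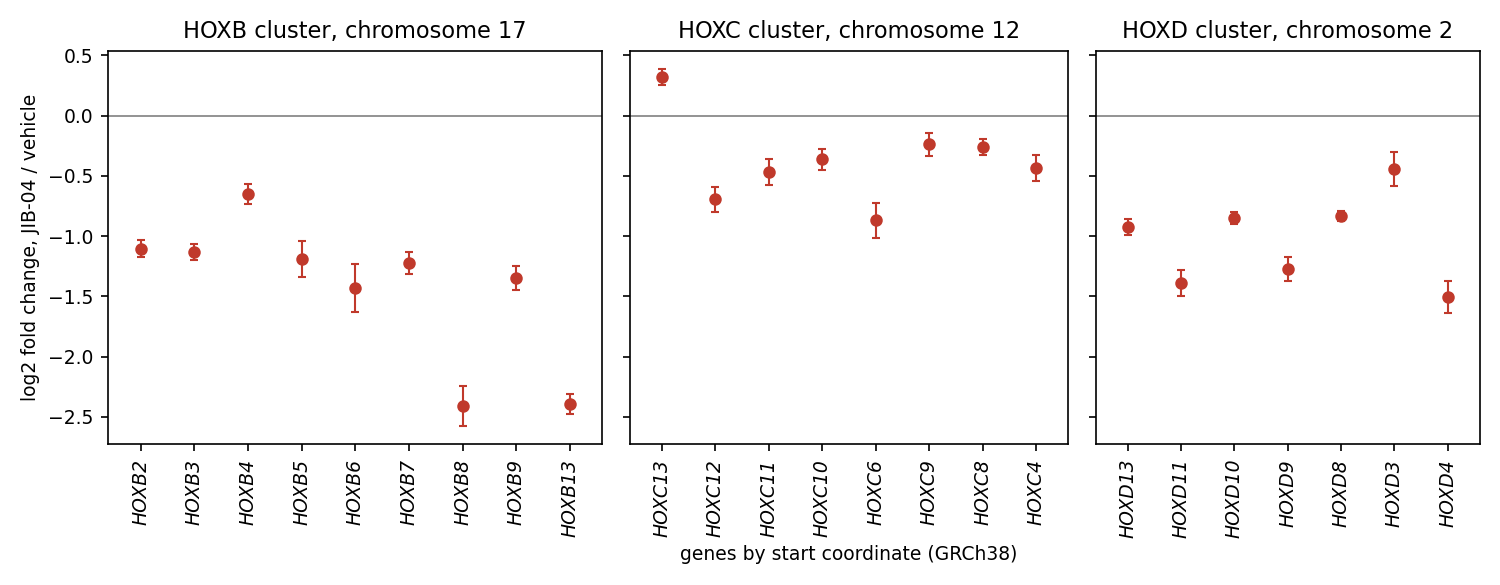
Log2 fold change of JIB-04 over vehicle for each measured gene of the HOXB, HOXC and HOXD clusters, in order of start coordinate. Points are fitted log2 fold changes and bars are standard errors (4 samples per group). All HOXB and HOXD genes lie below 0, and in the HOXC cluster HOXC13 lies above it at 0.32.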

Notably, all but one of these (HOXD4) have previously been implicated in the promotion of cancer, and HOXD11 has specifically been demonstrated to be disease-promoting in Ewing Sarcoma [35, 36].

### JIB-04 interferes with the EWS/Fli1 gene expression program

To further examine JIB-04 transcriptomic effects more specifically on the EWS/Fli1-driven gene expression program in Ewing Sarcoma [32], we performed gene set enrichment analysis (GSEA). This revealed positive and negative regulation of subsets of both EWS/Fli1-induced and EWS/Fli1-repressed genes, with an overall trend toward repression of EWS/Fli1-induced genes, and induction of EWS/Fli1-repressed genes (Figure 4A). 

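Genes repressed by EWS/FLI1 were mostly higher with JIB-04, and genes activated by it went both ways. Of 17 EWS/FLI1-repressed genes measured, 12 were higher, COL1A2 and NR2F1 were lower and 3 (FOXO1, HEY1 and TGFBI) did not pass the test. PHLDA1, a pleckstrin homology protein, rose from 1.25 ± 0.0547 to 17.1 ± 0.734 FPKM (mean ± SD, n = 4 per group, log2 fold change 3.33, standard error 0.08, limma adjusted p = 2.58e-09), and TNC, the matrix protein tenascin C, rose from 64.9 ± 5.10 to 354 ± 7.79 FPKM (log2 fold change 2.44, standard error 0.06, limma adjusted p = 2.46e-09). COL1A2, a chain of type I collagen, had a log2 fold change of -3.27 (standard error 0.10, limma adjusted p = 7.93e-09). Of 29 EWS/FLI1-activated genes, 14 were lower, 11 were higher and 4 (NR0B1, EZH2, ID2 and VRK1) did not pass the test. PPP1R1A, an inhibitor of protein phosphatase 1, fell from 216 ± 11.4 to 38.6 ± 3.09 FPKM (log2 fold change -2.47, standard error 0.06, limma adjusted p = 4.17e-09), while CCK, the neuropeptide cholecystokinin, rose from 12.6 ± 0.693 to 88.8 ± 5.90 FPKM (log2 fold change 2.76, standard error 0.06, limma adjusted p = 2.48e-09). Adjusted over the list alone, 12 activated genes were higher and 14 lower, and the repressed genes kept the same numbers. By camera the repressed genes had an adjusted p of 0.000472 (median log2 fold change 0.89), with adjusted p = 0.0893 with an estimated correlation, and the median was 1.41 with the GC trend removed and 1.42 or 1.96 with the mean or the higher group mean at 5 FPKM or more. The activated genes had an adjusted p of 0.69 and a median of -0.05, which changed sign under other scalings, to 0.11 with TPM, 0.01 with median ratios and 0.05 with quantiles, and to 0.01 without vehicle replicate 4. The lists were written from general knowledge of EWS/FLI1 targets and are not the published signature used in the paper's gene set enrichment analysis.

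**Figure D3:**
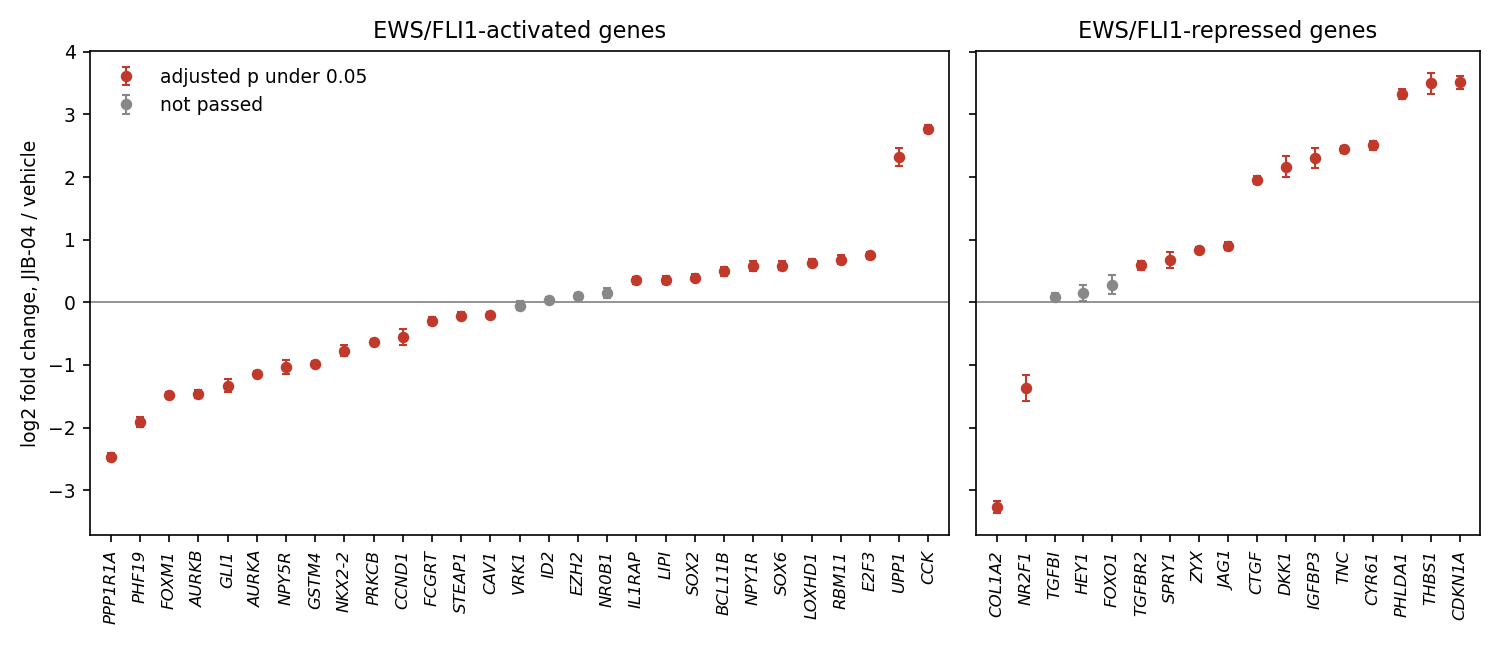
Log2 fold change of JIB-04 over vehicle for the 29 EWS/FLI1-activated and 17 EWS/FLI1-repressed genes, each panel ordered by fold change. Bars are standard errors (4 samples per group), red marks an adjusted p under 0.05 and grey marks genes that did not pass. The activated genes run from -2.47 (PPP1R1A) to 2.76 (CCK) and the repressed genes from -3.27 (COL1A2) to 3.51 (CDKN1A).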

DAVID GO term analysis of these subsets revealed significant enrichment (FDR<0.1) of a number of biological processes (Figure 4B). Most strikingly, genes downregulated by JIB-04 treatment and also normally upregulated by EWS/Fli1 showed highly significant enrichment of processes related to cell proliferation (Figure 4B, middle panel). 

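AURKA, AURKB, CCNB1 and FOXM1, which drive entry into and passage through mitosis, each fell to less than 50% of the vehicle FPKM with JIB-04. AURKA lay closest to that line, and rescaling to TPM moved the median log2 fold change of all genes upward by 0.15. AURKA (ENSG00000087586), the kinase of spindle poles, fell from 126 ± 6.05 to 56.6 ± 1.69 FPKM (mean ± SD, n = 4 per group, log2 fold change -1.15, standard error 0.05, limma adjusted p = 4.95e-08). AURKB (ENSG00000178999), the kinase of the chromosomal passenger complex, fell from 186 ± 13.4 to 67.0 ± 4.03 FPKM (log2 fold change -1.47, standard error 0.06, limma adjusted p = 6.51e-08). CCNB1 (ENSG00000134057), which encodes cyclin B1, fell from 482 ± 30.4 to 201 ± 13.6 FPKM (log2 fold change -1.26, standard error 0.06, limma adjusted p = 1.22e-07). FOXM1 (ENSG00000111206), a transcription factor of genes of the G2 and M phases, fell from 217 ± 8.94 to 77.4 ± 3.74 FPKM (log2 fold change -1.48, standard error 0.05, limma adjusted p = 1.38e-08). The genes lie on chromosomes 20, 17, 5 and 12 of GRCh38, in the order named. In each of the 4 genes the highest JIB-04 sample was below the lowest vehicle sample.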

Genes in this subset included some of the same genes identified in our general transcriptomic analyses above (AURKA, AURKB, CCNB1 and FOXM1; Figure 3).

A number of different pharmacologic manipulations have been shown to alter EWS/Fli1 oncofusion levels in Ewing Sarcoma [37–39]. Since the oncofusion is known to promote cell proliferation and survival [40], downregulation of EWS/Fli1 levels could account for the observed opposing effects of JIB-04 on the EWS/Fli1-controlled transcriptome. We thus asked whether JIB-04 treatment affects EWS/Fli1 levels in Ewing Sarcoma cells. Interestingly, we found that JIB-04 treatment resulted in an approximately 1.5-fold increase in EWS/Fli1 protein levels in three of four cell lines (TC32, SK-ES-1 and A673; Figure 4C). Thus, JIB-04 globally interferes with the EWS/Fli1-regulated transcriptome, with an overall trend toward opposing effects, while at the same time slightly upregulating EWS/Fli1 levels.

### JIB-04 increases DNA damage

Given the observed transcriptomic changes of upregulated DNA-damage response, but downregulated DNA-repair (Figure 4B), we examined the effects of JIB-04 upon DNA damage in Ewing Sarcoma cells, by quantifying levels of DNA damage-associated phospho-H2AX. This analysis revealed increased levels of DNA damage upon JIB-04 treatment in all cell lines examined (Figure 5A). 

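Most listed genes of homologous recombination, Fanconi, base excision and mismatch repair were lower with JIB-04, and most p53 target genes were higher. Of 22 genes of homologous recombination and Fanconi repair, 15 were lower, BRIP1, FANCB and EXO1 were higher and 4 (BRCA1, BRCA2, BLM and RBBP8) did not pass the test. FANCE, a member of the Fanconi core complex, fell from 19.4 ± 0.802 to 3.68 ± 0.352 FPKM (mean ± SD, n = 4 per group, log2 fold change -2.25, standard error 0.08, limma adjusted p = 2.32e-08), and FANCG and RAD54L had log2 fold changes of -0.66 and -0.81. In base excision and mismatch repair, 11 of 14 genes were lower, POLB was higher and 2 did not pass the test. NTHL1, a DNA glycosylase, fell from 73.2 ± 7.34 to 10.9 ± 2.57 FPKM (log2 fold change -2.72, standard error 0.16, limma adjusted p = 4e-07), and XRCC1, a scaffold of single-strand break repair, and PARP1, which senses breaks, had log2 fold changes of -1.28 and -1.15. Nucleotide excision repair was mixed, with 6 of 19 genes higher, 9 lower and 4 (ERCC3, ERCC4, ERCC8 and GTF2H5) not passing the test. XPC, a damage sensor, rose from 54.4 ± 3.60 to 235 ± 6.53 FPKM (log2 fold change 2.10, standard error 0.05, limma adjusted p = 3.28e-09), and GTF2H1, a subunit of TFIIH, had a log2 fold change of 1.67. Of 24 p53 target genes, 16 were higher and 8 were lower. The paper describes A673 cells as p53-mutant, so these counts are not read as p53 activity. GADD45A, a growth arrest gene induced by DNA damage, rose from 41.1 ± 1.98 to 527 ± 16.0 FPKM (log2 fold change 3.66, standard error 0.05, limma adjusted p = 1.75e-10), and BTG2, an antiproliferative gene, rose from 14.6 ± 0.700 to 111 ± 4.03 FPKM (log2 fold change 2.88, standard error 0.05, limma adjusted p = 6.64e-10). Among the 8 that were lower, CCNG1 and FDXR, classical p53 targets, had log2 fold changes of -1.34 and -1.35, and were picked after their values were seen. The numbers were the same adjusted over the list alone. Camera gave adjusted p = 0.0308 for homologous recombination (median log2 fold change -0.46, adjusted p = 0.415 with an estimated correlation), 0.00381 for base excision and mismatch repair (median -0.66, adjusted p = 0.109 with an estimated correlation) and 0.022 for p53 targets (median 0.71, adjusted p = 0.109 with an estimated correlation). Nucleotide excision repair had an adjusted p of 0.97, with a median of -0.07 and a mean of 0.14 that differ in sign, and the median turned to 0.10 with TPM. The call for homologous recombination was lost without vehicle replicate 4 (median -0.47) and with genes restricted to a mean of at least 5 FPKM (median -0.46), and the median was -0.30 with TPM.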

DNA damage can be a potent inducer of CDKN1A expression, typically via p53 activation [41], and this could be a mechanism of CDKN1A induction in TC32 cells (Figure 3B and 6B), which contain wild-type p53. However, JIB-04 also leads to increased CDKN1A levels in p53-mutant A673 cells (Figures 3B and 6B), which, notably, do not induce CDKN1A in response to the DNA-damaging agent etoposide [42]. 

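CDKN1A (ENSG00000124762), which encodes the kinase inhibitor p21 on chromosome 6 of GRCh38 from 36676460 to 36687339, rose 11.6-fold in A673 cells treated with JIB-04. Its level was 22.7 ± 2.89 FPKM with vehicle and 264 ± 27.4 FPKM with JIB-04 (mean ± SD, n = 4 per group). The vehicle samples had 26.3, 20.6, 23.7 and 20.1 FPKM and the JIB-04 samples 288, 287, 236 and 245 FPKM. On the log2(FPKM + 0.5) scale the change was 3.51 (standard error 0.10, adjusted p = 7.17e-09 from limma). DINOL, a noncoding RNA induced by DNA damage, overlaps CDKN1A on the opposite strand, and whether strand was used in calculating FPKM is not stated.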

CDKN1A levels can additionally be subject to control by modulation of H3K4 methylation levels [43, 44]. To determine whether the latter mechanism could be contributing to induction of CDKN1A expression in A673 cells, we examined H3K4 methylation at the CDKN1A promoter by ChIP-PCR. This revealed increased H3K4me3 levels at three different promoter regions analyzed, but not a negative control region, upon JIB-04 treatment (Figure 5C). This suggests that inhibition of H3K4 promoter demethylation may be a contributing mechanism to CDKN1A induction by JIB-04. Thus, JIB-04 increases DNA damage, which in turn may be one, but not an exclusive, mechanism of CDKN1A induction in Ewing Sarcoma cells.

**Figure 5:**
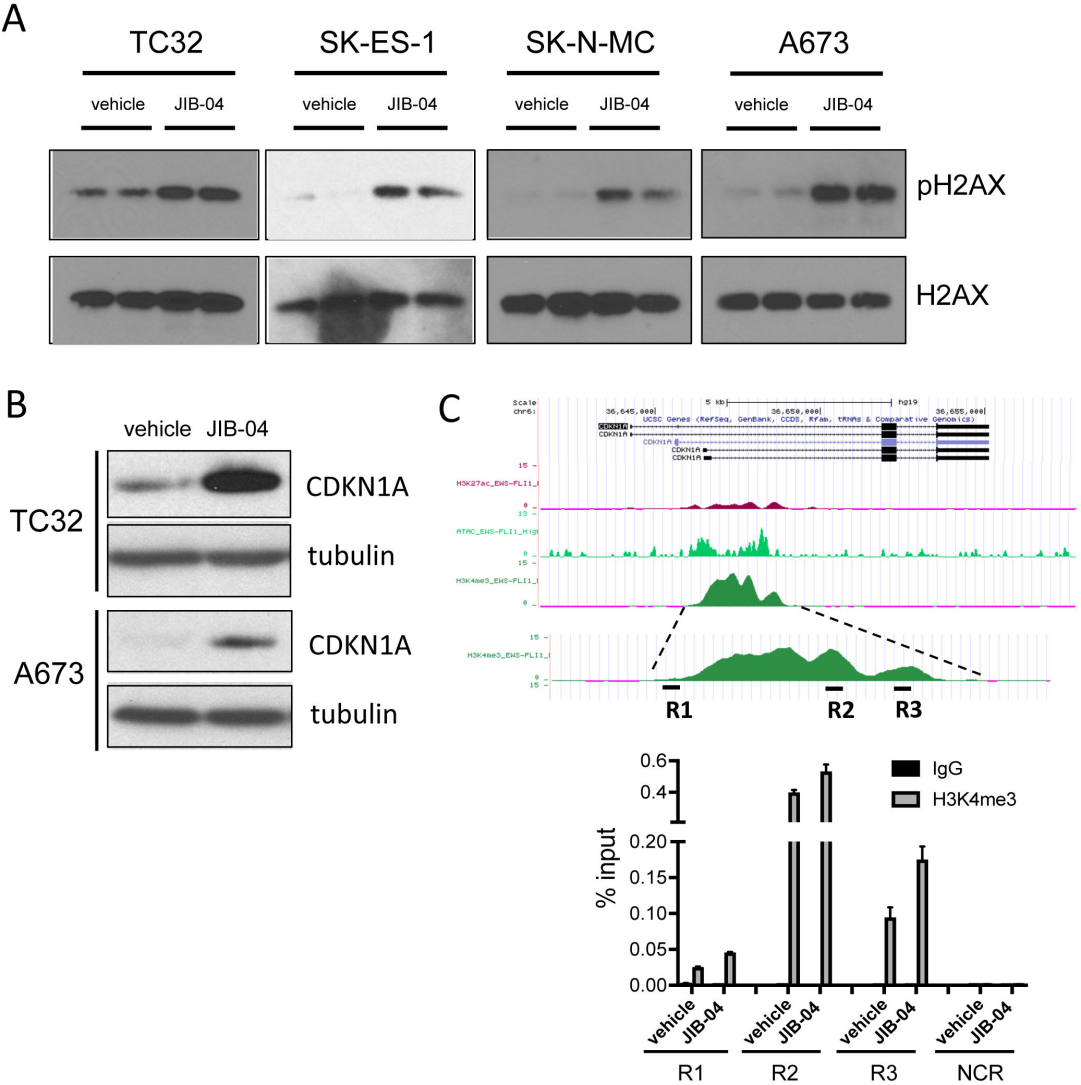
Effects of JIB-04 on DNA damage and CDKN1A expression **(A)** Levels of phosphorylated H2AX (pH2AX, Ser139) in vehicle and JIB-04-treated cells (TC32: 0.3 μM; SK-ES-1 and SK-N-MC: 1 μM; A673: 2 μM), as determined by immunoblotting of acid-extracted histones. **(B)** CDKN1A protein levels in TC32 cells (0.3 μM JIB-04 for 36 hours) and A673 (2 μM JIB-04 for 36 hours) cells, as determined by immunoblotting. **(C)** H3K4me3 ChIP-seq signal at CDKN1A promoter in A673 cells (data in UCSC browser from Tomazou et al [11]; top panel). Levels of H3K4me3 at the indicated CDKN1A promoter regions (R1-R3) in vehicle and JIB-04-treated cells (2 μM for 36 hours), as determined by ChIP-qPCR; data are plotted as mean and SEM of percent input from two independent ChIP experiments; NCR: negative control region (10 Kbp upstream of MCAM promoter [18]); see Supplementary Figure 2 for ChIP-qPCR signal in IgG samples as well as NCR.

**Figure 6:**
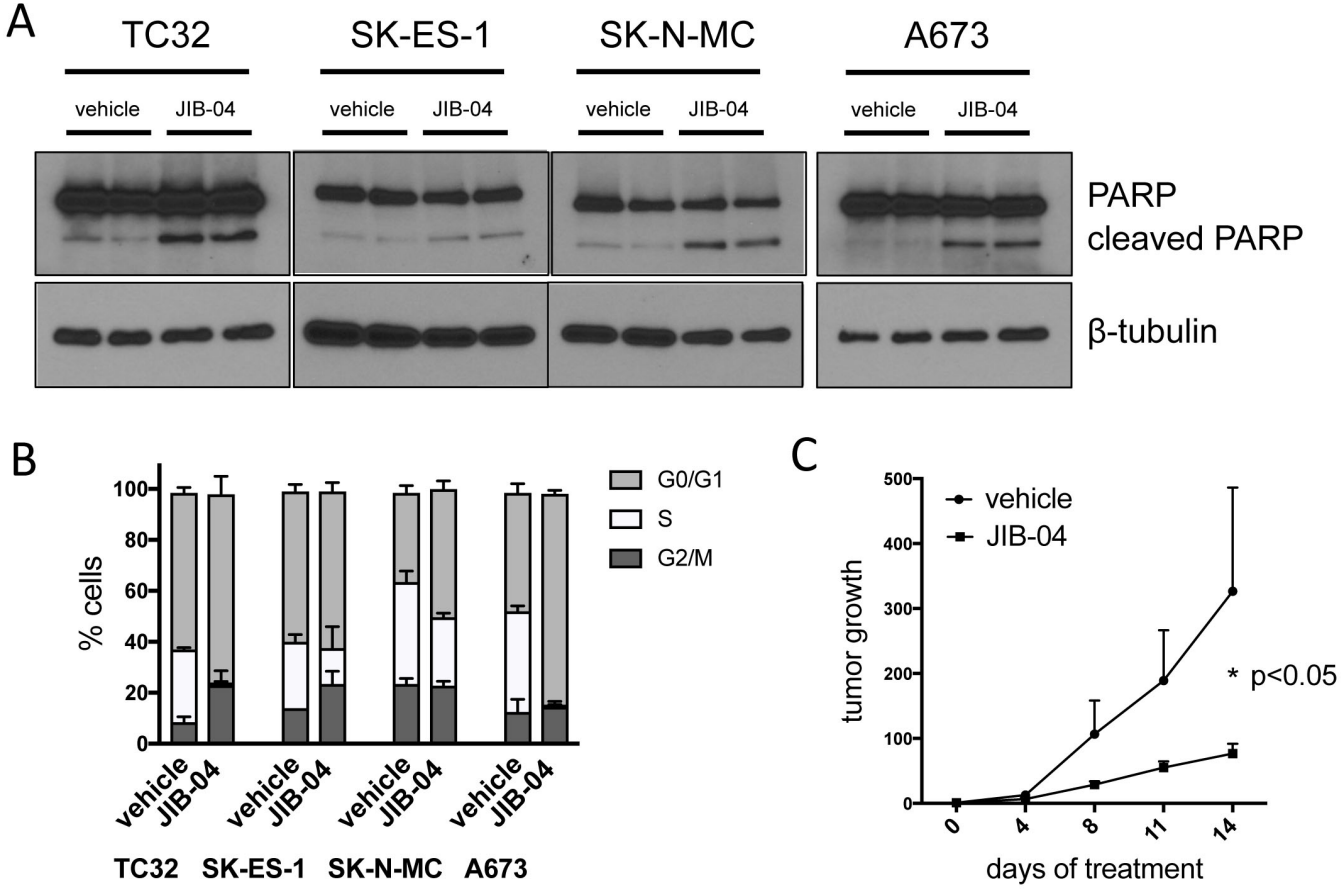
JIB-04 inhibits cell survival and cell cycle progression, and attenuates tumor growth *in vivo* **(A)** Apoptosis, as determined by PARP immunoblotting, in vehicle and JIB-04-treated cells (TC32: 0.3 μM; SK-ES-1 and SK-N-MC: 1 μM; A673: 2 μM; cells collected for analysis at 36 hours following treatment). **(B)** Cells were treated with vehicle or JIB-04 (TC32: 0.3 μM; SK-ES-1 and SK-N-MC: 1 μM; A673: 2 μM) for 36 hours, and cell cycle distribution was evaluated using EdU/PI staining and flow cytometry. Proportion of cells in G0/G1, S and G2/M is shown (mean and SEM of 2 independent experiments, each performed in duplicate). **(C)** Growth of control (vehicle; n=12) and drug-treated (JIB-04, 50 mg/Kg, daily, PO; n=13) Ewing Sarcoma xenografts arising from subcutaneously injected TC32 Ewing Sarcoma cells bearing a luciferase reporter, as quantified by intravital (IVIS) imaging. Data are shown as mean and standard error of signal (total flux) at given time point relative to signal at time of randomization (day 0; see Supplementary Figure 3A) for each tumor; p-value was calculated using two-way ANOVA with multiple comparisons and repeated measures. JIB-04-treated animals were well-appearing throughout the study, maintained body weight, and, similar to prior published studies with the drug [23], showed an increase in liver size (Supplementary Figure 3B).

### JIB-04 inhibits cell cycle progression and cell survival, and attenuates tumor growth

The molecular and phenotypic alterations identified above, including deregulated expression of oncogenes and tumor suppressors, and compromised genome integrity, would be expected to impact cell cycle progression and cell survival, which in turn could be the basis for the observed growth inhibitory effects of JIB-04 (Figure 1). Indeed, we found that JIB-04 treatment results both in increased apoptosis, as indicated by increased PARP cleavage (Figure 6A), and impaired cell cycle progression, as indicated by diminution of the proportion of cells in S-phase (Figure 6B). Finally, in order to verify the inhibitory effects of JIB-04 in an *in vivo* context, we examined the effects of systemically delivered JIB-04 on tumor xenograft growth. TC32 Ewing Sarcoma cells, stably transduced with a luciferase reporter, were injected into the flanks of immunocompromised (NOD-SCID/Gamma) mice. Following randomization of animals into control and experimental groups (Supplementary Figure 3A), JIB-04 was administered daily via oral gavage at 50 mg/Kg. Compared to animals treated with vehicle alone, treatment with JIB-04 resulted in an approximately three-fold reduction of tumor growth (Figure 6C). Thus, systemically delivered JIB-04, via an oral route, is able to inhibit Ewing Sarcoma tumor growth in a xenograft model *in vivo*.

## DISCUSSION

Epigenetic alterations have recently emerged as playing very important roles in cancer [45]. Epigenetic mechanisms appear to play particularly prominent roles in the pathogenesis of pediatric cancers [6], which tend to have few genetic lesions [46]. In Ewing Sarcoma, a disease characterized by few genetic mutations [47], recent studies have shown that epigenetic mechanisms play a very important role in disease pathogenesis. Such mechanisms include provision of a unique cellular context for oncofusion action in the presumed cell of origin [8], as well as roles for the oncofusion itself in active remodeling of the epigenome to drive the sarcoma gene expression program [9, 10, 12]. Our own previous studies identified yet another level of epigenetic dysregulation in Ewing Sarcoma, involving the upregulation and action of a member of the Jumonji-domain histone demethylase (JHDM) family [16, 18]. In the present study, we examined the activity of a recently identified pan-JHDM pharmacologic inhibitor, JIB-04 [23], in Ewing Sarcoma. We find that JIB-04 inhibits the growth and viability of all Ewing Sarcoma cell lines tested under conditions of both low and high-density growth, while having little to no effect on mesenchymal stem cells, and that JIB-04, administered orally, inhibits the growth of Ewing Sarcoma tumor xenografts. These studies provide evidence in support of JIB-04 efficacy against Ewing Sarcoma, and suggest that this compound warrants further investigation in this disease.

In keeping with its pan-JHDM inhibitory activity and the epigenetic dependency of EWS/Fli1-driven Ewing Sarcoma pathogenesis, JIB-04 exerts profound and diverse effects on Ewing Sarcoma cells. JIB-04 has the potential to inhibit all members of the JHDM family, which include factors modulating the activity of multiple activating and repressive histone methyl marks critical to gene expression, cell proliferation and maintenance of genomic integrity. Since its discovery and initial characterization [23], JIB-04 has been used as an inhibitor of the H3K9/K36 demethylase activity of KDM4A in leukemia [48], the H3K9 demethylase activity of KDM3B in lung cancer [49], and the H3K4 demethylase activity of members of the KDM5 family in breast cancer and glioblastoma [50, 51]. In Ewing Sarcoma, we find evidence of activity against multiple histone methyl marks controlled by different JHDM families (eg: H3K27 demethylation/ KDM6 family, H3K4 demethylation/ KDM5 family). It is likely that the molecular alterations, including changes in global levels of histone methyl marks and transcriptome changes, and phenotypic effects, including changes in cell cycle progression, apoptosis and levels of DNA damage, observed in our studies represent a sum total of impairment of JHDM activity in multiple biological processes.

Cellular levels of H3K4 and H3K27 trimethylation can increase as a consequence of DNA damage [52, 53]. However, TC32 cells accumulate DNA damage of similar magnitude to the other cell lines, but do not manifest increased total H3K4me3 or/and H3K27me3. This suggests that increased DNA damage is not likely to be the sole mechanism for the increased histone trimethylation observed in our studies. Rather, increased H3K4/27 trimethylation probably reflects JHDM inhibition by the drug at the higher doses required to achieve effects on cell growth and viability in SK-ES-1, SK-N-MC and A673 cells. Altered H3K4/27 trimethylation on the other hand is likely to be the basis of at least some of the observed transcriptome changes. For example, increased H3K27 trimethylation provides a plausible mechanism for the observed downregulation of HOXD gene expression, as the HOXD locus is normally essentially devoid of this repressive mark in Ewing Sarcoma cells [34].

TC32 cells respond to JIB-04 differently than the other cell lines studied. They are growth/viability-inhibited at lower doses, and, at such doses, do not manifest detectable changes in total H3K4/9/27 trimethylation. Notably, TC32 cells are the only cell line in our panel with an intact p53 response. One possible explanation for the findings is that, in the context of an intact p53 pathway, the DNA damage sustained in TC32 cells at low drug doses is sufficient to trigger growth arrest and apoptosis. In the other cell lines with non-functional p53, this may not be sufficient to compromise cell growth/viability, and additional effects of the drug, achieved at higher doses and reflected in increased histone trimethylation, may be necessary. The increased DNA damage observed in all cell lines studied could be due to inhibition of JHDM functions in DNA damage/repair (eg: KDM5A [54]), transcriptional stress due to elevated EWS/Fli1 levels (see discussion below), or other effects of JIB-04 unknown at this time. The consistently increased DNA damage observed upon JIB-04 treatment suggests that the drug could have favorable combinatorial activity with other DNA damaging agents (eg: temozolomide) or/and inhibitors of DNA repair (eg: PARP inhibitors), the former observed in glioblastoma [50].

Our studies indicate that JIB-04 exerts profound effects on the EWS/Fli1-controlled transcriptome. The effects resemble, but are not as dramatic as, those enacted by pharmacologic inhibition of LSD1 (a non-Jumonji histone demethylase with dual specificity for H3K4me2/3 and H3K9me1/2) in Ewing Sarcoma, which showed near-complete opposition of both EWS/Fli1-upregulated and downregulated transcriptomes [15]. Using similar GSEA analysis, the effects of JIB-04 on the EWS/Fli1 up/down transcriptomes are more mixed. However, in some similarity to effects of LSD1 inhibition, there is an overall trend toward greater opposition of EWS/Fli1-driven gene expression by JIB-04, particularly in the case of pro-proliferative genes. Since this is not associated with downregulation of EWS/Fli1 protein levels in the cells, these findings suggest that JIB-04 could be acting in part by uncoupling EWS/Fli1 from its transcriptome. While our studies cannot make conclusions regarding direct versus indirect effects of JIB-04 on expression of individual genes, these observations further suggest that JHDMs could be contributing specifically and importantly to EWS/Fli1-driven gene expression.

Of interest is the observation that JIB-04 treatment leads to modestly increased EWS/Fli1 protein levels in most cell lines studied. This is particularly intriguing in the context of upregulation of transcription-associated processes and DNA damage, and downregulation of DNA repair, as indicated by our transcriptome analyses. EWS/Fli1 is a known inducer of DNA damage [55], and Ewing Sarcoma cells are relatively deficient in DNA repair [56]. Moreover, recent studies indicate that EWS/Fli1 imposes transcriptional stress on the cell [57]. Together, these findings suggest that another mechanism by which JIB-04 could be acting in Ewing Sarcoma is exacerbation of EWS/Fli1 genotoxic effects. This could be an important mechanism of growth/survival impairment in TC32 cells, which show increased levels of EWS/Fli1 and DNA damage, but not H3K4/9/27 trimethylation.

In summary, our studies demonstrate activity of the pan-JHDM inhibitor JIB-04 in Ewing Sarcoma, and indicate the existence of multiple mechanisms contributing to its effects. The studies further suggest the existence of mechanistic intersections between the biology of JHDMs and the action of the EWS/Fli1 oncofusion, reinforcing the importance of epigenetic mechanisms in the pathogenesis of this disease.

## MATERIALS AND METHODS

### Cell lines and drugs

The Ewing Sarcoma cell lines and human Mesenchymal Stem Cells (hMSC; Lonza) used in this study have been previously described [17, 18, 24]. All Ewing Sarcoma cell lines were authenticated at our institution by STR profiling, and all cell lines were repeatedly verified to be mycoplasma-free. JIB-04 was obtained from ApexBio (active E isomer; compound activity was verified by comparing growth inhibition to JIB-04 samples kindly provided by the Martinez laboratory at the University of Texas Southwestern Medical Center [23] (Supplementary Figure 1)). For *in vitro* studies, JIB-04 was dissolved in DMSO; for *in vivo* (animal tumor) studies, JIB-04 was administered by oral gavage as an aqueous suspension in 12.5% DMSO and 12.5% Cremophor EL [23].

### *In vitro* assays of drug sensitivity

Response of Ewing Sarcoma cells to JIB-04 treatment under high density growth conditions was evaluated using an MTT assay, as previously described [24]. IC50 values were determined via a non-linear regression plot performed using the GraphPad statistical software package. Response of Ewing Sarcoma cells to JIB-04 under low density growth conditions was evaluated using a clonogenic assay, also as described [24]. Briefly, 500 cells per well were plated in triplicate in 6-well plates, and drug or vehicle control was administered as described in Figure 1 legend. Colonies were visualized using crystal violet staining.

### Cell cycle analysis

Following treatment with vehicle or JIB-04 as indicated, cells were incubated in 10 μM EdU for 60 minutes, followed by trypsinization, harvest, and processing using the Click-iT Plus EdU Flow Cytometry Assay Kit (Life Technologies, C10634, Alexa Fluor 647), per manufacturer instructions. This was followed by treatment with RNAse (25 μg/ml) and propidium iodide (25 μg/ml), and analysis on the Gallios flow cytometer (Beckman Coulter).

### Protein expression and histone mark analysis

Protein expression levels were determined as previously described [17]. Primary antibodies used were: Fli1 (BD Biosciences, #554266, 1:250); PARP (Cell Signaling Technology, #9542, 1:1000); CDKN1A (Cell Signaling Technology, #2946, 1:1000); and α-tubulin (Sigma, #T5168, 1:20,000). Global histone mark analysis was performed also as previously described [16]. Primary antibodies used were: H3K4me3 (Cell Signaling Technologies, #9751, 1:1000); H3K9me3 (Cell Signaling Technologies, #13969, 1:1000); H3K27me3 (Cell Signaling Technologies, #9733, 1:1000); phospho-H2AX (Ser139; Cell Signaling Technologies, #9718, 1:1000); H2AX (Cell Signaling Technologies, #2595S, 1:1000); and H3 (Abcam, #1791, 1:1000).

### Gene expression analysis and validation

A673 cells were treated with vehicle (DMSO) or 2 μM JIB-04 for 36 hours, each group in quadruplicate. RNA was isolated using TRIzol extraction, and further purified using the Qiagen MinElute column kit. Samples were submitted to the University of Colorado Cancer Center Microarray and Genomics shared resource for analysis of RNA quality, library preparation, and directional mRNA next-generation sequencing at 50 cycles of single-end reads on an Illumina Hi-Seq 4000 instrument. Sequencing data were processed through a custom computational pipeline consisting of the open-source gSNAP, Cufflinks, and R for alignment and discovery of differential gene expression [58, 59]. Fragments per kilobase of exon per million mapped reads (FPKM) were used for comparison of transcript levels, and significant differences in gene expression were calculated using ANOVA in R. Functional annotation analysis was performed using the National Institutes of Health Database for Annotation, Visualization, and Integrated Discovery (DAVID) public on-line tool (http://david.abcc.ncifcrf.gov/) using Biological Process Gene Ontology (GO) terms. Gene Set Enrichment Analysis was performed using GSEA software (PMID: 16199517) and MSigDB C2 gene sets and published signatures. Gene sets with p < 0.05 (after 1000 gene set permutations) were deemed to be enriched in each group. Deposition of the expression profiling data into the NCBI Gene Expression Omnibus database has been initiated (accession number pending). Expression of selected genes was also analyzed in A673, TC32, SK-ES-1 and SK-N-MC cells using qRT-PCR, performed as previously described [18]; primers used are listed in Supplementary Materials (Supplementary Table 2).

### Chromatin immunoprecipitation

A673 cells were treated with vehicle (DMSO) or 2 μM JIB-04 for 36 hours. Chromatin immunoprecipitation analysis followed by qPCR (ChIP-qPCR), to compare H3K4me3 levels at the CDKN1A promoter in vehicle and drug-treated cells was performed essentially as previously described [18], with the following modifications: 4 x 10^6^ cells were resuspended in 500ul of lysis buffer, and sonicated in the Diagenode Bioruptor for 25 cycles (30sec on/90sec off on High setting); lysate was diluted up to 4x the volume before clearing with Protein A/G beads; 5 μg of control (rabbit IgG; Santa Cruz, sc-2027) and specific (H3K4me3; Invitrogen, #49-1005) antibodies were used for immunoprecipitation. Primers used for qPCR are listed in Supplementary Materials (Supplementary Table 2).

### Animal tumor xenograft studies

Tumor studies were performed according to an institutionally approved animal protocol. Ewing Sarcoma TC32 cells were labeled for intravital (IVIS) imaging via transduction with a lentiviral GFP/luciferase dual reporter (SFG-NES-TGL; [60]) and subsequent sorting for GFP expression using flow cytometry. 1 x 10^6^ GFP/luciferase-tagged TC32 cells, mixed 1:1 with Matrigel, were then injected subcutaneously into the flank of immunocompromised (NOD-SCID/Gamma) mice. Tumor growth was monitored using IVIS imaging following administration of luciferin. On day 4 following injection, animals were randomized into control (vehicle) and treatment (JIB-04) groups based on IVIS imaging/quantification. Drug treatment was initiated on day 5, and continued until cessation of the experiment. All animal studies were approved by our Institutional Animal Care and Use Committee.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: The Jumonji-domain histone demethylase inhibitor JIB-04 deregulates oncogenic programs and increases DNA damage in Ewing Sarcoma, resulting in impaired cell proliferation and survival, and reduced tumor growth
**Source:** Oncotarget. 2018 Sep 4;9(69):33110–23. doi: 10.18632/oncotarget.26011
**Supplement:** Supplementary file 1

## The Jumonji-domain histone demethylase inhibitor JIB-04 deregulates oncogenic programs and increases DNA damage in Ewing Sarcoma, resulting in impaired cell proliferation and survival, and reduced tumor growth

### SUPPLEMENTARY MATERIALS

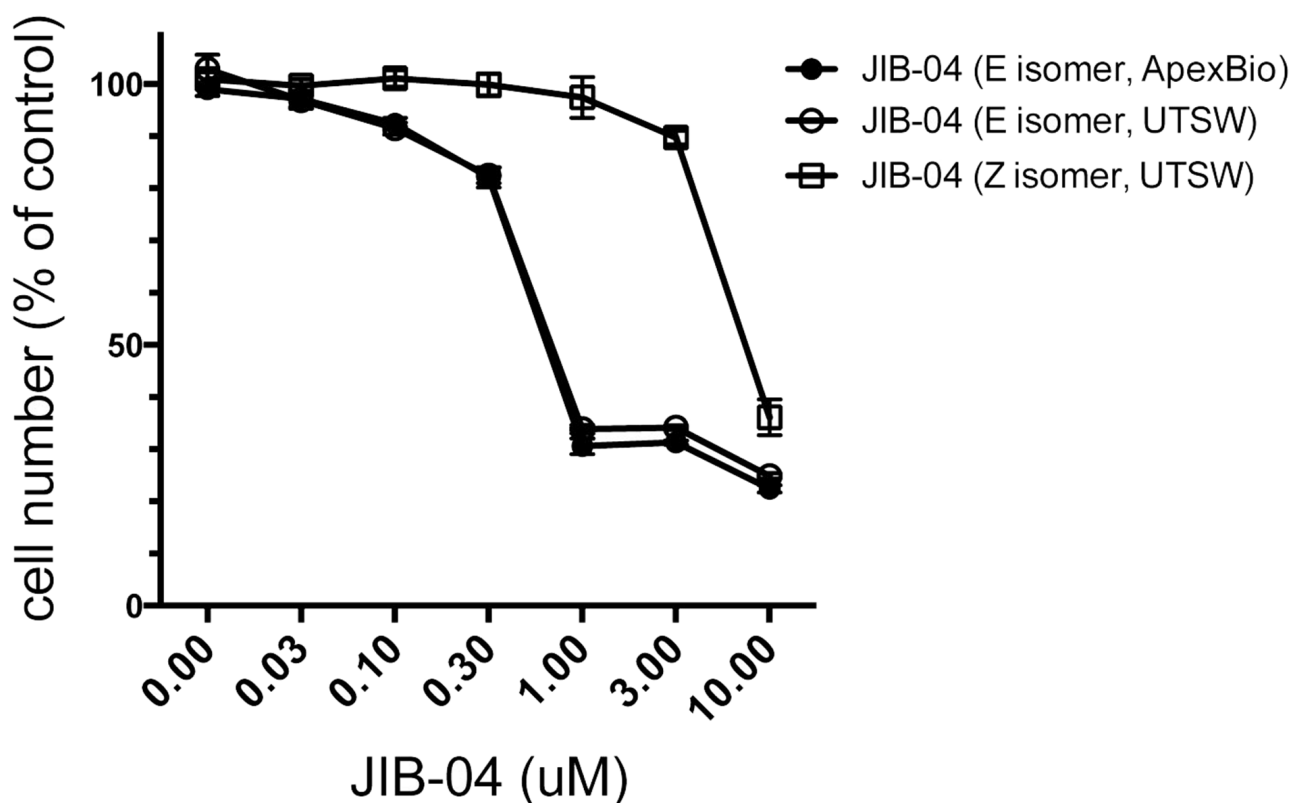

Supplementary Figure 1: One day following plating, A673 cells were treated for 48 hours with different concentrations of the indicated compound (JIB-04 purchased from ApexBio or JIB-04 (active (E) or inactive (Z) isomer) kindly provided by the Martinez laboratory at UTSW). Cell numbers at the end of the experiment were quantified using an MTT assay, and were normalized to vehicle-treated cells. Results represent the mean and standard deviation (SD) of triplicate platings for each condition.

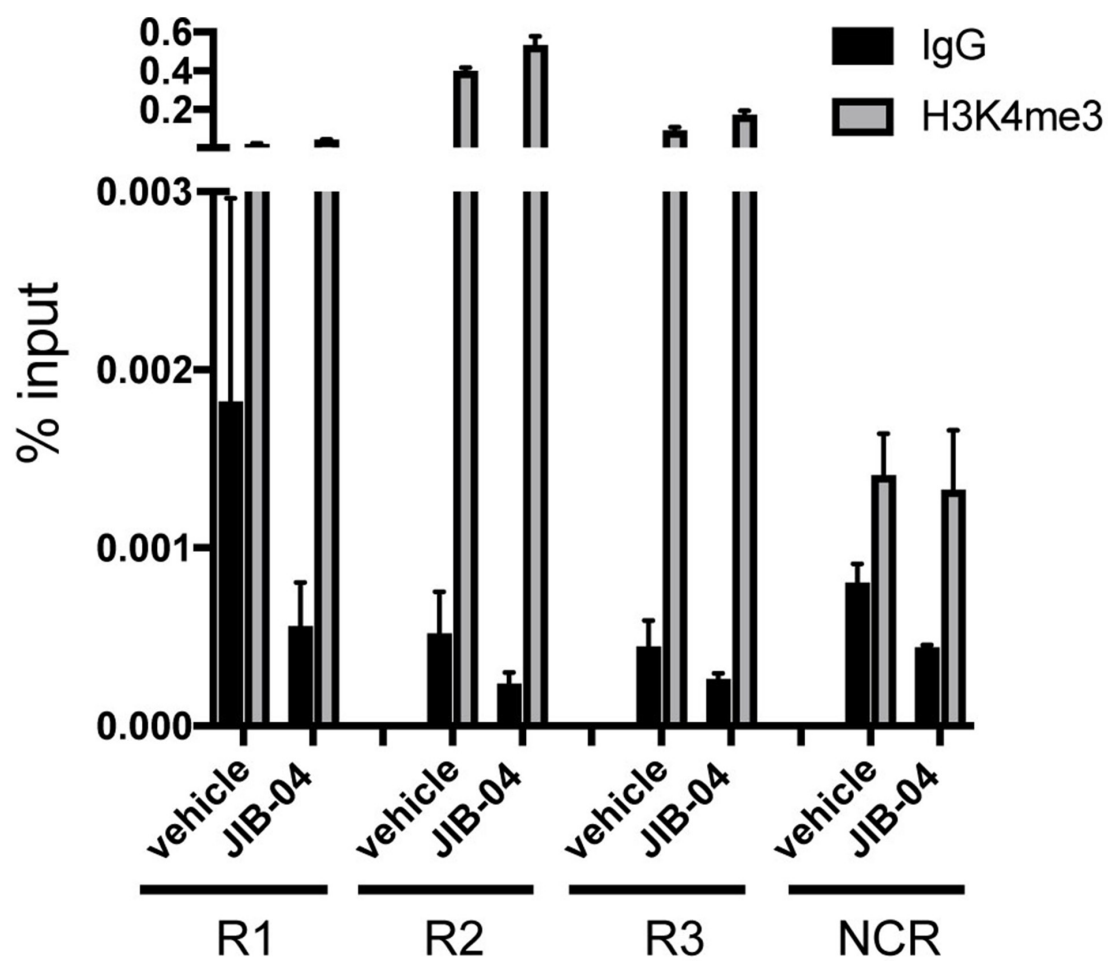

Supplementary Figure 2: Same data as in Figure 5C, with y-axis adjusted to visualize ChIP-qPCR signal in IgG controls and negative control region (NCR).

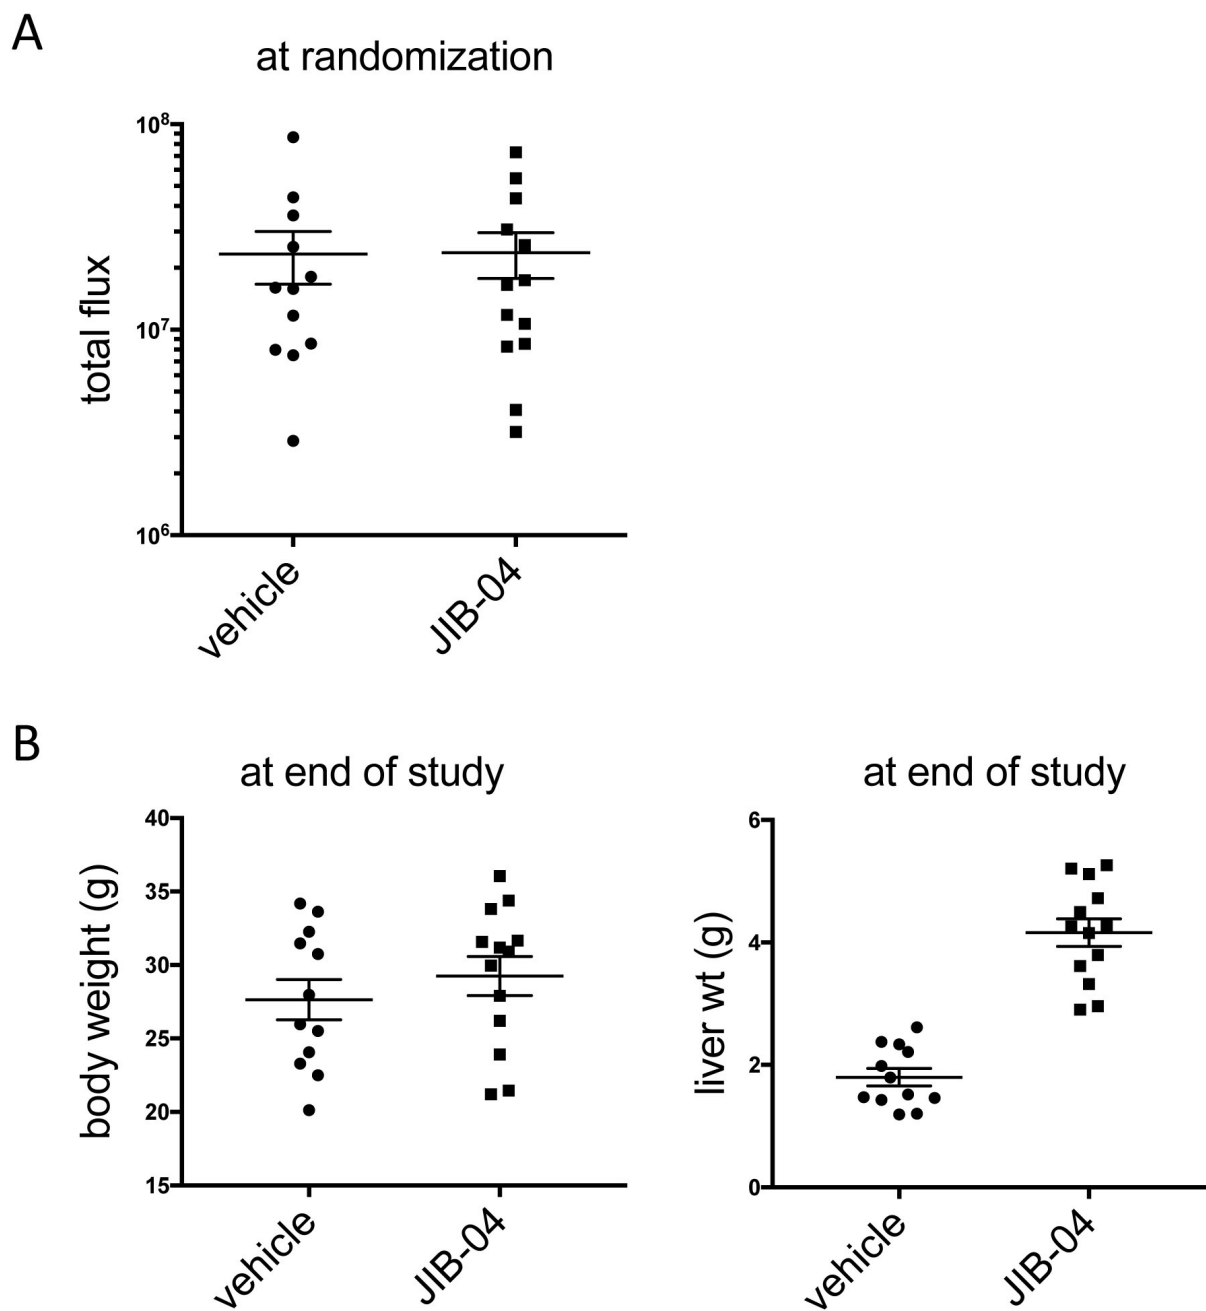

**Supplementary Figure 3:** (A) Total flux at randomization in control (vehicle; n=12) and drug-treated (JIB-04; n=13) groups, for data shown in Figure 6C. Individual values, mean, and standard error of the mean for each group are shown. (B) Body and liver weights of animals at end of study (mean and standard error of the mean; g: grams).

**Supplementary Table 1: Transcripts changed 2-fold or more upon JIB-04 treatment in A673 cells (Q-value < 0.05)**

See Supplementary File 1

**Supplementary Table 2: Primers used**

See Supplementary File 2

How the deposited data were processed for this re-analysis (not part of the article)

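RNA-seq was analyzed for 8 libraries of A673 cells, 4 treated with vehicle and 4 with 2 μM JIB-04 for 36 hours. The authors aligned the reads to GRCh38 with GSNAP, processed the alignments with SAMtools and calculated the FPKM values with Cufflinks, and the FPKM were used as deposited by the authors, with no further normalization. The table holds 66095 entries for 65975 Ensembl identifiers. Values of the 117 identifiers with more than 1 entry were summed, 33 gene names that a spreadsheet had turned into dates were restored from the identifier, and 13 genes with a placeholder value in at least 1 library were left out (among them BCL9, CHD3, DHX37, FLNA, PAICS, PRRC2C, PYGO2, SEC31A, SHC1, SOX18, THAP9-AS1 and ZNF512B).

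Genes with a mean of at least 1 FPKM over the 8 libraries were compared on log2(FPKM + 0.5) by limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend of variance on level), with Benjamini-Hochberg adjustment and a threshold of 0.05, and 2-fold means a log2 fold change of at least 1 in size. For named genes an exact permutation test over the 8 libraries was also run. Of 44 gene lists, the 43 with at least 3 measured members were compared with all other genes by camera with a preset correlation of 0.01. GENCODE release 29 gave coordinates, gene types and GC content. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

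The genes named in the text were drawn from those the paper names from these libraries, FLI1 and EWSR1, the 5 largest rises and the 5 largest falls by the rule given with them, and up to 3 members of each list with the smallest adjusted p. The paper's tables and figures had been seen when this rule was written. The alternatives were other pseudocounts (0.1 and 1), no filter, a filter of 5 FPKM on the mean or on the higher group mean, rescaling to TPM, median-ratio and quantile scaling, a per-gene analysis of variance of FPKM, folds as ratios of group means, a replicate block, leaving out each library in turn, camera with an estimated correlation, and fry. Removal of the GC trend, and the analysis of variance with the filter on the higher group mean, were added after the data had been seen.

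The absolute depth is not known from FPKM, so the precision was taken from the spread between libraries and tested on simulated data with 4 libraries per group and 200 changed genes. Of genes changed 1.5-fold, 58.1% were recovered, of those changed 2-fold 83.5%, and of those changed 4-fold 95.2%, while 5.24% of the calls were of unchanged genes. Of 10 simulated lists raised as a whole 10 were called, and of 10 unchanged lists 0 were. The simulation changed 200 of 17460 genes, whereas 12604 passed the test in the data. These rates and list calls therefore do not give the power or the error of the tests on these data.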

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

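Of the tests in this part, the comparison of the hypoxia list with random lists was chosen before its result was seen, and the tests on other splits of the libraries, on GC content, on ATF4 targets and on the mitochondrial genes were chosen after.

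Genes induced by hypoxia and HIF rose with JIB-04, which the paper does not discuss as a group. Of 27 measured, 25 were higher, none was lower, and PFKFB4 and EGLN3 did not pass the test (25 also adjusted over the list alone). ALDOC, a glycolytic aldolase, rose from 5.93 ± 0.651 to 83.3 ± 1.60 FPKM (mean ± SD, n = 4 per group, limma adjusted p = 1.44e-09), BHLHE40, a transcriptional repressor, had a log2 fold change of 4.03, and KDM3A, a Jumonji demethylase, one of 3.16. Camera gave the list an adjusted p of 2.27e-10 (median log2 fold change 2.19), with adjusted p = 0.0105 with an estimated correlation. The list was written after CA9 had been seen at the top of Supplementary Table 1.

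Several technical explanations were set against this rise. Of the 35 splits of the libraries into 4 and 4, 1 called as many of these genes, the real one, and the others called 0, but each of those mixes vehicle with JIB-04 libraries, so nothing is concluded from them. The median was 2.16 with the GC trend removed, which argues against GC content as the whole cause. It was above the highest median of 10000 random lists matched on level, 0.80, which argues against a rise of all genes at that level. The 15 members not known as ATF4 targets had a median of 1.87 with 13 higher, which argues against a response of ATF4 targets alone, so a biological response to JIB-04 may be a candidate explanation, as a hypothesis found and tested on the same data.

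Mitochondrially encoded messenger RNAs went both ways by position on the genome. Of 13, 11 fell and MT-ND1 and MT-ND2 rose, and all passed adjusted over the list alone. MT-CO3, a subunit of cytochrome oxidase, fell from 15724 ± 950.2 to 1923 ± 197 FPKM (mean ± SD, n = 4 per group, limma adjusted p = 2.93e-09), and MT-ND6 and MT-ND5, subunits of complex I, had log2 fold changes of -2.82 and -2.07. MT-RNR1 and MT-RNR2, the ribosomal RNAs nearest the heavy-strand promoters, and MT-ND1 and MT-ND2 had log2 fold changes of 2.08, 0.79, 0.69 and 0.42. Camera gave the list an adjusted p of 0.000349 (median -1.59), with adjusted p = 0.392 with an estimated correlation.

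Technical explanations of the fall were also tested. Again 1 of 35 splits, the real one, called as many of these genes and the others called 0, with the same limit. The 4 genes nearest the promoters, a set drawn after the values were seen, were all higher, with a median of 0.74. The other 11 genes were all lower, and this split argues against 1 factor on all mitochondrial transcripts. The 4 genes were also higher under each scaling run (TPM, median ratios, quantiles and without mitochondrial genes). Each scaling raised their median, to 0.80 to 1.37, so nothing is concluded from that. Nuclear copies of the genes that fell were themselves lower (10 of 10, median -1.88), and those of MT-ND1 and MT-ND2 were higher (3 of 3, median 0.65), so the copies did not take up the reads that the fallen genes lost. The genes that fell had a median of -1.92, and of -1.89 with the GC trend removed. Of these genes 11 of 11 were lower with TPM and median ratios and 10 of 11 with quantiles. They were chosen because they fell, the least by -0.93, and TPM and median ratios moved their median only to -1.76 and -1.86. Nothing is therefore concluded from their staying lower under these 2 scalings. A biological effect of JIB-04 may be a candidate explanation, as a hypothesis.

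Other gene groups whose change in expression with JIB-04 the paper does not discuss also stood apart between the groups. ATF4 stress response genes had 13 of 17 higher, 3 lower and 1 not passing the test, median log2 fold change 0.84, camera adjusted p = 0.00229, adjusted p = 0.0893 with an estimated correlation. In that list PPP1R15A, a regulator of eIF2alpha, had a log2 fold change of 4.80, DDIT3, the transcription factor CHOP, one of 3.18 and SLC3A2, an amino acid transporter chain, one of 1.92. Metallothionein genes, grouped with the zinc exporter SLC30A1, had 6 of 8 higher, 0 lower and 2 not passing the test, median log2 fold change 1.21, camera adjusted p = 0.00381, adjusted p = 0.258 with an estimated correlation, with 7 higher adjusted over the list alone, SLC30A1 at 3.40 and MT1G at 1.63. NF-kB and inflammatory genes, a list written after CXCL8 and BCL2A1 had been seen in Supplementary Table 1, had 9 of 11 higher, 2 lower and 0 not passing the test, median log2 fold change 1.87, camera adjusted p = 0.0044, adjusted p = 0.109 with an estimated correlation, with CXCL8 at 5.30, TNFAIP3 at 3.69, and NFKBIA and CCL2 the 2 that fell. Jumonji-domain demethylases, the family JIB-04 inhibits, had 15 of 22 higher, 6 lower and 1 not passing the test, median log2 fold change 0.56, camera adjusted p = 0.0152, adjusted p = 0.109 with an estimated correlation, with JMJD1C at 2.82, KDM5B at 2.17 and HIF1AN not passing. KDM3A, at 3.16 the largest rise of the Jumonji list, is also in the hypoxia list, so these 2 results are not separate. Whether each member of the Jumonji list acts as a histone demethylase was not examined. Adjusted over the list alone, the counts of the ATF4, NF-kB and Jumonji lists were the same.

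Replication-dependent histone genes had 6 of 10 higher, 1 lower and 3 not passing the test, median log2 fold change 0.85, camera adjusted p = 0.0136, adjusted p = 0.131 with an estimated correlation, with HIST1H2BC at 1.78, HIST1H2BD at 1.51, HIST1H4C the one that fell, and HIST1H1C, HIST1H1E and HIST2H2BE not passing. Its 4 members below the filter on level were not tested, and all had a lower mean with JIB-04: HIST1H1B 1.33 and 0.122, HIST1H3B 1.06 and 0.374, HIST1H4B 0.712 and 0.114, and HIST1H1D 0.599 and 0.443 FPKM with vehicle and JIB-04. The paper describes mRNA libraries, and whether they captured all transcripts of the histone genes was not tested. The rise of the histone list is therefore not read as a rise of histone expression in S phase. Genes of cytosolic ribosomal proteins had 6 of 78 higher, 53 lower and 19 not passing the test, median log2 fold change -0.22, camera adjusted p = 0.000119, adjusted p = 0.402 with an estimated correlation, with RPS2 at -1.03, RPL3 at -0.93 and RPL41 at -0.87. Nuclear-encoded genes of the respiratory chain had 2 of 16 higher, 9 lower and 5 not passing the test, median log2 fold change -0.22, camera adjusted p = 0.0274, adjusted p = 0.235 with an estimated correlation, with CYC1, cytochrome c1, at -1.14, COX4I1 at -0.61, and UQCRC2 and CYCS the 2 that rose. The camera calls of these 3 lists were lost under other settings, that of the histones with no filter (median 0.40), that of the ribosomal proteins with quantiles (-0.031) and that of the respiratory chain with the filter of 5 FPKM on the mean, TPM (-0.051), median ratios and quantiles. With TPM the median of the ribosomal proteins was -0.056. Adjusted over the list alone, the counts of these 3 lists were the same.

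Single libraries lay far from the other 3 of their group for 19 of 302 groups of 4 values tested, where chance gives about 15.1. Among vehicle libraries these were APC 13.7, BCL2L11 3.42, CDKN1C 0.564, FANCG 106.7, GTF2H1 36.8, HOXD11 75.7, HOXD4 24.0, HRK 0.259, NCOA4 56.8, NRP1 29.2, SNAP25 3.85 and TSC1 16.9 FPKM. Among JIB-04 libraries they were ATP6V1B2 365.2, CASP8 27.3, CDK18 2.06, HOXB7 16.8, HRK 2.96, KRT8 77.2 and PRIM1 15.3 FPKM.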

How the results depend on the processing

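All alternatives but the removal of the GC trend and the analysis of variance with a filter were planned before the data were examined. Under the alternatives run, no named gene and no list median past the threshold changed direction; the medians of 7 lists that had not passed crossed 0 under some settings, with values given at those lists. At least 2-fold, 2094 to 2831 genes were higher and 1453 to 2336 lower under the settings that kept genes from 1 FPKM or had no filter, 1526 higher with a mean of at least 5 FPKM, 1730 higher and 1660 lower with a higher group mean of at least 5 FPKM, and 2247 to 2374 higher without 1 library (1954 to 2196 lower). With TPM, 56.6% of all changed genes were higher, against 47.3% with FPKM, 50.6% with median ratios and 53.0% with no filter. With the GC trend removed 2312 were higher and 1532 lower at least 2-fold. The replicate block gave 2296 higher and 2058 lower, and since correlations of deviations between replicates of the same number were -0.06 to 0.08, the numbers were not taken as pairs. CYP1B1 lost its call with no filter, quantiles, the replicate block and without 6 of the 8 libraries (0.28 to 0.35) and, added after, with the GC trend removed (0.30), and EWSR1 lost it with TPM (-0.07). With no filter, the HOXC cluster (-0.36), aryl hydrocarbon receptor targets (0.27) and blood vessel development (0.48) passed, and replication-dependent histones (0.40) did not. Homologous recombination lost its call with either filter at 5 FPKM (-0.46), without vehicle replicate 4 (-0.47; range -0.50 to -0.46) and, added after, with the analysis of variance and filter (-0.47). The nuclear-encoded respiratory chain lost it with the mean filter (-0.22), TPM (-0.051), median ratios (-0.15) and quantiles (-0.22), and cytosolic ribosomal proteins with quantiles (-0.031). With an estimated correlation the calls of 24 of 26 lists were lost at unchanged medians: the paper's inhibitors 3.42, pro-apoptotic factors 1.72, tumor suppressors 1.202, promoters -1.68, oncogenes -1.23 and HOX genes -1.39, HOXB -1.22, HOXD -0.92, DNA replication -0.65, mitosis -0.77, homologous recombination -0.46, base excision and mismatch repair -0.66, p53 targets 0.71, autophagy 0.58, ATF4 0.84, metallothioneins 1.21, NF-kB 1.87, Jumonji demethylases 0.56, EWS/FLI1-repressed genes 0.89, histones 0.85, mitochondrial genes -1.59, ribosomal proteins -0.22, respiratory chain -0.22 and ZNF genes 0.42. For some of these the estimate was below the preset 0.01, such as the paper's inhibitors (-0.119), tumor suppressors (-0.125) and promoters (-0.030), and HOXD (-0.029). For others it was above, such as the mitochondrial genes (0.84). A higher correlation therefore does not account for all of these losses. With fry, which tests a list against no change and not against other genes, and passed 41 of 43 lists, 15 lists passed that camera had not called: HOXC -0.40, nucleotide excision repair -0.066, kinase inhibitors 1.08, pro-apoptotic 0.80 and anti-apoptotic BCL2 family 0.37, iron 0.16, ER chaperones 0.16, heat shock 0.013, sterol synthesis -0.045, aryl hydrocarbon receptor targets 0.50, interferon-stimulated genes -0.043, histone methyltransferases -0.11, EWS/FLI1-activated genes -0.053, blood vessel development 0.49 and markers of other cell types 1.68. Medians that moved by over 1.5 times without a change of call were those of the HOXC cluster (-0.24 with TPM, -0.19 with the GC trend removed), osteoblast differentiation (0.14 with a mean of at least 5 FPKM, 0.60 with the GC trend removed), blood vessel development (0.89 with a mean of at least 5 FPKM), interferon-stimulated genes (-0.39 with that filter) and, with no filter, markers of other cell types (0.32), among others given at their lists or with medians under 0.35 in size. The cause was not tested. Absolute depth is not known, so what it limits was not examined.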

Differences from the paper's values

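No value set beside the paper's differed from it by more than 1.5 times. The paper gives 1657 genes higher and 1588 lower at least 2-fold, and 2294 and 2053 were found here at a mean of at least 1 FPKM, where the paper's text states no filter on level. In the part of Supplementary Table 1 used here, the lowest mean of the higher group was 5.07 FPKM, so the counts here were taken over genes at lower levels than that part lists. With a filter of 5 FPKM on the higher group mean, set before the data were examined, the counts were 1730 and 1660. At that setting 131 of the 1997 genes in that part were not called at least 2-fold in the paper's direction. With the filter of 1 FPKM on the mean, 14 were not when folds were ratios of group means, and 40 with a pseudocount of 0.1. The analysis of variance with the same filter, chosen after the values were seen, gave 1804 and 1740 and dropped 21 of the 1997 genes. The count of higher genes passed 1.5 times the paper's with a pseudocount of 0.1 (2502), no filter (2831), TPM (2725), the analysis of variance (2500) and ratios of means (2543).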

Other observations

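Of the tests in this part, the one on GC content without the zinc finger genes was chosen before its result was seen, and the other tests on GC content and those on other splits of the libraries were chosen after.

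The genes on either side of the oncofusion changed by less than 2-fold. FLI1 was 60.4 ± 2.10 FPKM with vehicle and 71.3 ± 2.17 FPKM with JIB-04 (mean ± SD, n = 4 per group, log2 fold change 0.24, standard error 0.04, limma adjusted p = 0.000946), and EWSR1 was 268 ± 5.47 and 228 ± 6.35 FPKM (log2 fold change -0.23, standard error 0.04, limma adjusted p = 0.000226). With TPM, EWSR1 was at -0.07 and did not pass, and FLI1 was at 0.40; with the GC trend removed FLI1 was at 0.12 and EWSR1 at -0.37. These values do not separate the fusion from the normal alleles. Iron handling genes had 4 of 10 higher, 3 lower and 3 not passing, median log2 fold change 0.16, camera adjusted p = 0.293, with TFRC, the transferrin receptor, at 1.61 and FTL, the ferritin light chain, at 0.97. Endoplasmic reticulum chaperones had 8 of 15 higher, 6 lower and 1 not passing, median log2 fold change 0.16, camera adjusted p = 0.596, with HERPUD1 at 1.43 and PDIA4 at -0.66. Heat shock proteins, a list written after HSPA6 had been seen in Supplementary Table 1, had 6 of 12 higher, 6 lower and 0 not passing, median log2 fold change 0.01, camera adjusted p = 0.828, with HSPA6 at 5.26 and HSPB1 at -1.85, and their median was below 0 without vehicle replicate 1 (-0.038), JIB-04 replicate 3 (-0.0017) or JIB-04 replicate 4 (-0.0014) and with the GC trend removed (-0.039). NRF2 targets had 5 of 10 higher, 4 lower and 1 not passing, median log2 fold change 0.12, camera adjusted p = 0.706, with HMOX1, heme oxygenase 1, at 3.72 and NQO1 at -1.50.

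Sterol synthesis genes had 7 of 19 higher, 9 lower and 3 not passing, median log2 fold change -0.04, camera adjusted p = 0.623 (0.12 with TPM and 0.02 with median ratios), with PMVK at -1.54 and INSIG1 at 0.74. Aryl hydrocarbon receptor targets, a list written after CYP1A1 had been seen in Supplementary Table 1, had 3 of 4 higher, 0 lower and 1 not passing, median log2 fold change 0.50, camera adjusted p = 0.0972, with TIPARP at 0.65, AHRR not passing, and CYP1B1 at 0.35 (limma adjusted p = 0.0388), whose groups overlapped with an exact permutation p of 0.0571. Interferon-stimulated genes had 4 of 14 higher, 4 lower and 6 not passing, median log2 fold change -0.04, camera adjusted p = 0.682 (0.11 with TPM and 0.02 with median ratios and without vehicle replicate 4), with OAS1 at -2.30 and OAS3 at -1.91. Histone H3 methyltransferases had 4 of 15 higher, 7 lower and 4 not passing, median log2 fold change -0.11, camera adjusted p = 0.58 (0.05 with TPM), with EHMT2, the H3K9 methyltransferase G9a, at -1.99 and SUV39H1 at -0.82, and 5 higher and 8 lower adjusted over the list alone; the counts of the other 7 lists were the same.

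Fold changes fell along the GC content of protein-coding genes. From the lowest to the highest GC content of 12251 genes in 10 bins, the median log2 fold change went from 0.44 to -0.63, and GC content took up 7.62% of the variance. Slopes on GC were taken for each library relative to the mean of all 8 libraries. Per 10 points of GC they were 0.09 to 0.26 in vehicle and -0.25 to -0.09 with JIB-04. The group means, 0.16 and -0.16, have opposite signs by that centring, so the signs do not give each group's own trend. Their difference was 1.90 times the widest range within a group, which argues against a bias that varies from library to library. Without the zinc finger genes the Spearman rho was -0.31, which argues against their rise as the cause. A GC bias shared by the libraries of a group (rho -0.32) cannot be told apart from an effect of JIB-04, because group and preparation were not separated by any label.

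The counts of changed genes were compared with all 35 splits of the libraries into 4 and 4. The real split gave 12604 genes, and 4347 at least 2-fold, while the highest of the other splits gave 2 for each, so 1 of 35 splits was as high, the smallest share this design can give. Each other split mixes vehicle with JIB-04 libraries, which widens the spread within its groups and lowers its count, so nothing more is concluded from them.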
